# Postprandial exercise regulates tissue-specific triglyceride uptake through angiopoietin-like proteins

**DOI:** 10.1172/jci.insight.181553

**Published:** 2024-08-22

**Authors:** Xiaomin Liu, Yiliang Zhang, Bingqian Han, Lin Li, Ying Li, Yifan Ma, Shijia Kang, Quan Li, Lingkai Kong, Kun Huang, Bao-liang Song, Yong Liu, Yan Wang

**Keywords:** Metabolism, Homeostasis, Insulin, Lipoproteins

## Abstract

Fuel substrate switching between carbohydrates and fat is essential for maintaining metabolic homeostasis. During aerobic exercise, the predominant energy source gradually shifts from carbohydrates to fat. While it is well known that exercise mobilizes fat storage from adipose tissues, it remains largely obscure how circulating lipids are distributed tissue-specifically according to distinct energy requirements. Here, we demonstrate that aerobic exercise is linked to nutrient availability to regulate tissue-specific activities of lipoprotein lipase (LPL), the key enzyme catabolizing circulating triglyceride (TG) for tissue uptake, through the differential actions of angiopoietin-like (ANGPTL) proteins. Exercise reduced the tissue binding of ANGPTL3 protein, increasing LPL activity and TG uptake in the heart and skeletal muscle in the postprandial state specifically. Mechanistically, exercise suppressed insulin secretion, attenuating hepatic *Angptl8* transcription through the PI3K/mTOR/CEBPα pathway, which is imperative for the tissue binding of its partner ANGPTL3. Constitutive expression of ANGPTL8 hampered lipid utilization and resulted in cardiac dysfunction in response to exercise. Conversely, exercise promoted the expression of ANGPTL4 in white adipose tissues, overriding the regulatory actions of ANGPTL8/ANGPTL3 in suppressing adipose LPL activity, thereby diverting circulating TG away from storage. Collectively, our findings show an overlooked bifurcated ANGPTL-LPL network that orchestrates fuel switching in response to aerobic exercise.

## Abstract 2

Exercise coordinates with feeding and regulates tissue specific fuel switching through bifurcated regulation of Angiopoietin-like (ANGPTL) proteins

## Introduction

Carbohydrates and fat are the predominant energy substrates in mammals. Extensive studies have demonstrated the utilization and switching of substrates between carbohydrates and fats during exercise (1). This substrate switching is crucial for maintaining blood glucose levels and sustaining exercise capacity (2).

Circulating glucose, nonesterified free fatty acids (FFAs), and triglycerides (TGs) are 3 major metabolic fuels that empower the heart and skeletal muscle for energy production or are taken up by white adipose tissues (WATs) for storage. Glucose and FFA are taken up by tissues primarily through transporter-mediated mechanisms, whose activities are regulated by exercise through multiple pathways (3, 4). Tissue TG uptake is tightly controlled by lipoprotein lipase (LPL), a master TG hydrolysis lipase that sits on the capillary lumen of the endothelial surface (5–8).

The heart prefers fatty acids over carbohydrates for energy production (9–12). Among total fatty acids taken up by the heart, about 60% in humans, or as much as 80% in dogs, are derived from circulating TGs, with the remainder derived from FFAs (13). The essential role of TG-derived fatty acids has been elucidated by the heart-specific LPL-knockout mice (14, 15). However, whether and how exercise regulates tissue LPL activity and TG-derived fatty acid uptake, especially in tissue-specific manner, remains obscure (16–19).

The angiopoietin-like (ANGPTL) family comprises 8 secreted proteins (20). Among the family members, mutations in *ANGPTL3*, *ANGPTL4*, and *ANGPTL8* are associated with dyslipidemia (20, 21). ANGPTL3 is dominantly expressed in the liver (22). ANGPTL4 and ANGPTL8 are mainly expressed in both the liver and adipose tissues (20, 23–25). All 3 members, ANGPTL3, ANGPTL4, and ANGPTL8, share a conserved LPL binding motif and act as LPL inhibitors (20). Recently, we showed that feeding increases the expression and hepatic secretion of ANGPTL8, which forms a complex with ANGPTL3 and inhibits peripheral tissue LPL activity in the heart, skeletal muscle, and WAT postprandially (20, 26, 27). In contrast, ANGPTL4 is a fasting-induced factor and is reported to inhibit LPL activity in adipose tissue locally (28–31). Individuals with ANGPTL3 deficiency exhibit combined hypolipidemia, and an ANGPTL3 inhibitory antibody has been approved for treating homozygous familial hypercholesterolemia (32, 33). A previous study reported that exercise increases ANGPTL4 expression in the resting muscle and diverts circulating TG to the exercising muscle for energy production (34). However, whether and how ANGPTL3 and ANGPTL8 regulate the lipid metabolic response to exercise remains unknown.

In the present study, we found that aerobic exercise is coupled to nutrient availability and increases postprandial LPL activity and TG-derived fatty acid uptake in the heart and skeletal muscle. Mechanistically, exercise suppressed insulin secretion, decreasing ANGPTL3 tissue binding and reducing its inhibition for peripheral tissue LPL activity via a reduction of ANGPTL8 expression through the hepatic PI3K/mTOR/CEBPα signaling pathway. In contrast, exercise increased the expression of ANGPTL4, which overrides the regulatory action of the ANGPTL8/ANGPTL3 complex and suppresses LPL activity and TG-derived fatty acid uptake in WATs to divert circulating TG away from storage. Thus, our findings reveal a bifurcated ANGPTL-LPL network that orchestrates fuel switching through tissue-specific utilization of TG-derived fatty acids in response to aerobic exercise.

## Results

### Exercise suppression of ANGPTL3 tissue binding increases LPL activity and promotes TG uptake in energy-consumption tissues in the postprandial stage.

Fuel utilization is modulated by both physical activity and feeding status (35). We first characterized the metabolic changes during a single bout of aerobic exercise, either at the fasting or postprandial state (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181553DS1). Exercise markedly increased the metabolic rate in both fasting and postprandial conditions (Supplemental Figure 1, A and B). However, exercise specifically promoted the fuel switching during the postprandial period (Figure 1, A and B). Concurrently, postprandial exercise significantly increased both LPL activity and TG-derived fatty acid uptake in energy-consumption tissues; we used the heart and soleus muscle as two representative tissues (Figure 1B).

Fat is preferred over carbohydrates in aerobic exercise (36–41). Consistent with this, low-to-moderate intensity exercises all elicited similar changes in tissue LPL activity (Supplemental Figure 2, A and B), while high-intensity exercise did not have the ability to regulate soleus muscle LPL activity (Supplemental Figure 2C), which aligns with the preference for carbohydrates over fat during anaerobic exercise. We selected the postprandial moderate-intensity exercise (14 m/min, 3 hours) for further mechanistic study.

ANGPTL3 is a hepatokine that inhibits peripheral tissue LPL activity through unknown mechanisms (26). It is cleaved at a proprotein convertase consensus site, and it was considered an activation step during secretion (42). However, subsequent studies suggested that both the N-terminal and full-length forms of ANGPTL3 possess similar potency for LPL inhibition (43). Interestingly, we found that exercise decreased both the full-length and N-terminal forms of ANGPTL3 in the heart and soleus muscle, even though its hepatic transcriptional level or circulating protein level remained unchanged or slightly increased (Figure 1C and Supplemental Figure 2D). Exercise-responsive LPL regulation and TG-derived fatty acid uptake were completely lost in the heart and soleus muscle of *Angptl3*-knockout (*Angptl3^–/–^*) mice (Figure 1D and Supplemental Figure 2E). These findings suggest that exercise upregulates LPL activity and promotes TG-derived fatty acid uptake in energy-consumption tissues by reducing ANGPTL3 tissue binding. However, LPL activity in wild-type mice after exercise was still lower than the activity in sedentary *Angptl3^–/–^* mice, suggesting that exercise does not abolish ANGPTL3 function in tissues completely, which is consistent with the findings that exercise only partially decreases full-length ANGPTL3 in tissues. Skeletal muscle and heart respond to exercise similarly for LPL regulation and TG uptake, we will use the heart as a representative energy-consumption tissue for further mechanistic study.

### ANGPTL8 mediates exercise suppression of ANGPTL3 tissue binding.

Previous studies have demonstrated that ANGPTL3 alone is a poor LPL inhibitor and its activity is greatly enhanced when it forms a complex with ANGPTL8 (20, 43–47). However, the mechanism by which this complex inhibits LPL activity remains unknown. We observed that *Angptl8*-knockout (*Angptl8^–/–^*) mice had normal or slightly increased ANGPTL3 levels in the circulation but had greatly reduced levels in the heart, whereas in *Angptl8^–/–^* mice, exercise was unable to regulate ANGPTL3 tissue binding (Figure 2, A–C). Meanwhile, exercise significantly suppressed *Angptl8* transcription in the liver (Figure 2D), suggesting that exercise regulates tissue ANGPTL3 levels by suppressing *Angptl8* expression. 

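The liver RNA of the mice in Figure 1C was sequenced, from 6 sedentary mice and 6 mice that ran at 14 m/min for 3 hours after refeeding. Angptl8 (gene ID 624219 in the deposited table) was among the 10 genes with the largest decreases among genes with a mean of at least 1 CPM (counts scaled to the library size) that did not overlap between the groups. Angptl8 lies on chromosome 9 of GRCm38 from 21835510 to 21837347, inside Dock6 on the opposite strand, and the reverse primer of the RT-PCR assay matches exon 2 from 21836046 to 21836066. Its level fell from 192 ± 101 CPM (SD, n = 6) in sedentary mice to 30.5 ± 5.55 CPM (SD, n = 6) in exercised mice. This is a log2 fold change of -2.65 (standard error 0.33, adjusted p = 0.000101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each exercised mouse was below each sedentary mouse (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). With 1 liver left out at a time, the log2 fold change of Angptl8 ranged from -2.78 to -2.38, the latter without Sedentary replicate 2, which moved it most. The paper's text does not state whether reads were counted by strand, and Dock6, whose reads the counting could have shared with Angptl8, changed less (log2 fold change -0.42, adjusted p = 0.00314 from the same edgeR test).

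**Figure D1:**
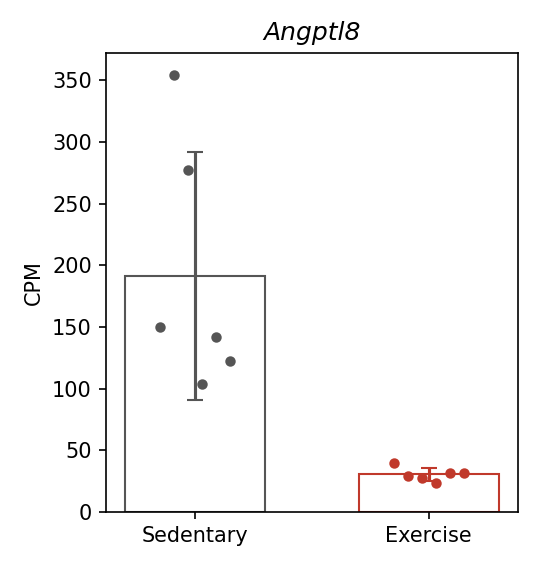
Angptl8 level in liver RNA (y axis, CPM) of sedentary and exercised mice (x axis). Each point is 1 mouse, bars are means and error bars are SD (n = 6 per group); the exercised mice lie between 23.4 and 40.0 CPM, below each sedentary mouse.

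The paper's reported RT-PCR values in Figure 2D give an exercised mean of 0.131 times the sedentary mean, against 0.159 times from the sequencing. From the lower hepatic transcription, the paper proposes that exercise acts on its target tissues through Angptl8.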

Consistently, exercise was unable to regulate tissue LPL activity and TG-derived fatty acid uptake in *Angptl8^–/–^* mice (Figure 2E and Supplemental Figure 2F).

Reexpressing human ANGPTL8 specifically in the livers of *Angptl8^–/–^* mice rescued ANGPTL3 tissue binding (Figure 2F). This constitutively expressed ANGPTL8 was not regulated by exercise (Supplemental Figure 2G), and exercise failed to regulate ANGPTL3 tissue binding and LPL activity (Figure 2, G and H). These findings strongly suggest that exercise suppresses ANGPTL3 binding and releases its LPL inhibition in energy-consumption tissues through suppressing the hepatic *Angptl8* transcription.

A constant energy supply is essential for normal heart function. *Angptl8^–/–^* mice constitutively expressing human ANGPTL8 had increased glucose uptake in response to exercise (Supplemental Figure 2H). However, these mice displayed cardiac dysfunction after exercise challenge (Figure 2, I and J, and Supplemental Figure 2, I and J). These data suggest that the regulated *Angptl8* transcription is essential for normal heart function in response to exercise.

### Exercise suppresses Angptl8 expression through the hepatic insulin/mTOR/CEBPα signaling pathway.

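Liver RNA of 12 male wild-type mice (C57BL/6J, a common inbred laboratory strain) was sequenced, 6 sedentary and 6 exercised after refeeding, with all samples collected at the same time. The authors deposited, for each library, the estimated number of reads on each of 17432 genes and the FPKM value, which is scaled for transcript length and sequencing depth. Of the count values, 31.3% were not whole numbers, as in counts that divide shared reads between genes or transcripts by an estimate. The paper's text does not name the aligner, the annotation or the test for the sequencing. Total counts ran from 18971992 to 19324461 (median 19228810) in sedentary libraries and from 18745379 to 19001010 (median 18923302) in exercised libraries. Counts were rounded, scaled by the trimmed mean of M values (TMM) method and filtered for low counts, which left 12344 genes to test. After exercise, 5229 genes (42.4%) changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2603 higher and 2626 lower. Of these, 486 changed at least 2-fold. In 2754 genes (22.3%) the groups did not overlap, where chance gives 0.216%. The choice of scaling moved the direction of the calls most, since scaling by library size alone gave 1767 higher and 3735 lower genes.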

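KEGG's own lists were not used here, so a hand-written list of 131 insulin signaling genes stood in for the KEGG pathway. Of its genes, 114 were tested and 59 (51.8%) changed, 30 higher and 29 lower, more than the share of all genes tested (one-sided exact hypergeometric test, p = 0.0265). Adjusted over the 22 gene lists tested, this p was 0.0583, and the list ranked 10 by p. In a one-sided permutation test with 10000 random lists matched on expression, 785 lists had as many changed genes (p = 0.0786). The camera and fry tests found no common direction in the list (adjusted p over the lists 0.85 and 0.26). The fry test for changes in either direction passed (adjusted p = 1.97e-09), but it did so for 16 of the 22 lists and does not set this list apart. Taking all genes of the table as background, a choice made after seeing the data, moved this p most on a log scale (45.4%, exact hypergeometric p = 0.000145). The Reactome list of signaling by the insulin receptor had 38 of 84 genes changed (45.2%, exact hypergeometric p = 0.334). Single livers also mattered, since 41.2% of the list changed without Exercise replicate 5 (exact hypergeometric p = 0.289). The list genes with the smallest p were Mknk2, Srebf1, Ppp1r3c, Phka2 and Exoc7, with log2 fold changes of 1.19, -1.94, 1.39, -0.88 and -0.62.
Of 10 insulin-responsive liver genes, which except for Igfbp1 are on the insulin signaling list too, 9 changed, both over all genes and adjusted over the list alone. Igfbp1, Pck1, Ppargc1a and G6pc, which insulin represses, rose with log2 fold changes of 2.76, 1.93, 1.88 and 0.81. Irs2 and Foxo1 rose by 1.61 and 1.05 on the same scale. Insr rose by 0.18 (adjusted p = 0.0268 from edgeR's test), a call that was lost without Sedentary replicate 1, 2 or 3 (0.15 to 0.23 over the 12 fits that each left out 1 liver) and under library size scaling (0.089). Akt2 did not change measurably (log2 fold change -0.041, adjusted p = 0.573 from the same edgeR test).

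**Figure D2:**
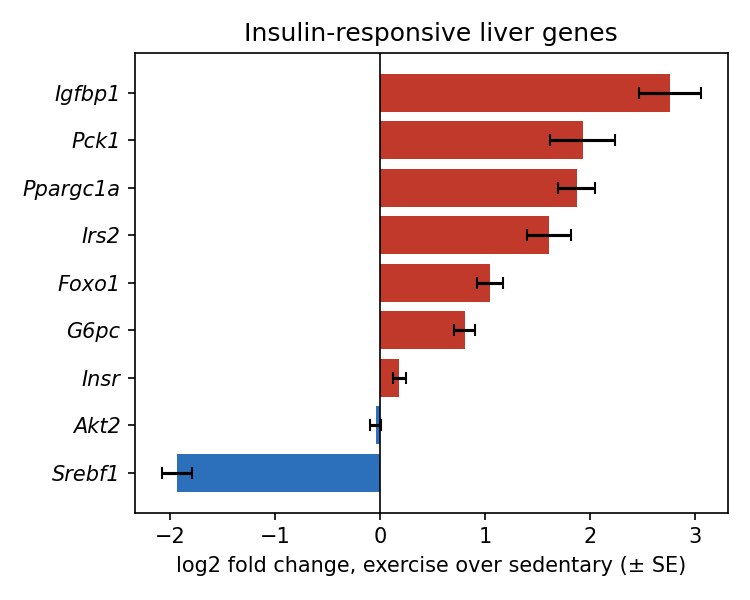
Log2 fold change of insulin-responsive genes named above in exercised over sedentary livers (x axis; gene on the y axis). Bars are edgeR estimates and error bars are standard errors (n = 6 livers per group); values run from -1.94 for Srebf1 to 2.76 for Igfbp1.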

Transcriptional profiling revealed that the hepatic insulin signaling pathway was most dramatically regulated by exercise (Supplemental Figure 3A). Previous studies showed that insulin increases the expression of *ANGPTL8* and increases the secretion of the ANGPTL8/ANGPTL3 complex (46, 48–51), though the insulin downstream signaling pathway remains obscure (50, 51). We found that exercise reduced insulin levels both in humans and in mice (Figure 3A) and reduced the activity of the hepatic insulin signaling pathway (Figure 3B). Insulin supply reversed hepatic *Angptl8* transcription, rescued heart ANGPTL3 binding, and suppressed heart LPL activity during exercise (Figure 3, C–E). Type 1 diabetic mice have a deficiency in insulin secretion. Consistently, exercise failed to suppress *Angptl8* transcription and failed to increase heart LPL activity in these mice (Figure 3, F–H). These data suggest that the reduction of insulin is the driving force for the upregulation of heart LPL activity in response to exercise (Figure 3I), which is consistent with the finding that exercise failed to decrease heart ANGPTL3 binding (Supplemental Figure 3B) and failed to increase heart LPL activity and TG uptake at fasting state when insulin levels are low (Figure 1A).

ANGPTL8 is also regulated by feeding and is highly conserved between human and mice (20). 

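The sequenced livers of the mice in Figure 1C give the levels of the 6 transcription factors under postprandial exercise, while fasted livers were not analysed here. Cebpa (chromosome 7 of GRCm38, 35119293 to 35121928) fell from 329 ± 46.3 CPM (SD, n = 6) to 227 ± 16.1 CPM (SD, n = 6), a log2 fold change of -0.54 (standard error 0.082, adjusted p = 5.29e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No exercised liver reached the lowest sedentary liver in Cebpa (two-sided exact permutation test, p = 0.00216). Cebpb (chromosome 2, 167688915 to 167690418), which overlaps Tmem189 on the opposite strand, rose from 43.2 ± 6.81 to 109 ± 11.7 CPM (log2 fold change 1.34, adjusted p = 8.69e-08). Creb1 (chromosome 1, 64532645 to 64604548) and Hnf4a (chromosome 2, 163506808 to 163572910) rose with log2 fold changes of 0.61 and 0.59 (adjusted p = 2.1e-06 and 4.97e-06), and neither overlapped between the groups; a strand-blind count of Hnf4a can include its antisense gene Hnf4aos. Myc (chromosome 15, 61985391 to 61990374) fell from 9.17 ± 3.51 to 3.9 ± 0.931 CPM (log2 fold change -1.23, adjusted p = 0.00236), with overlap between the groups (two-sided exact permutation test, p = 0.00433). Rxra (chromosome 2, 27676440 to 27762957) was at 336 ± 41.7 and 352 ± 9.03 CPM (log2 fold change 0.067, adjusted p = 0.488), a difference within the replicate spread whose sign turned under library size scaling. Thus 5 of the 6 factors changed over all genes tested, and 5 when adjusted over the list alone. The antisense gene Gm45091 overlaps the start of Cebpa, so the Cebpa count has the same limit, and the small RNA gene Gm25881 lies inside Hnf4a.

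**Figure D3:**
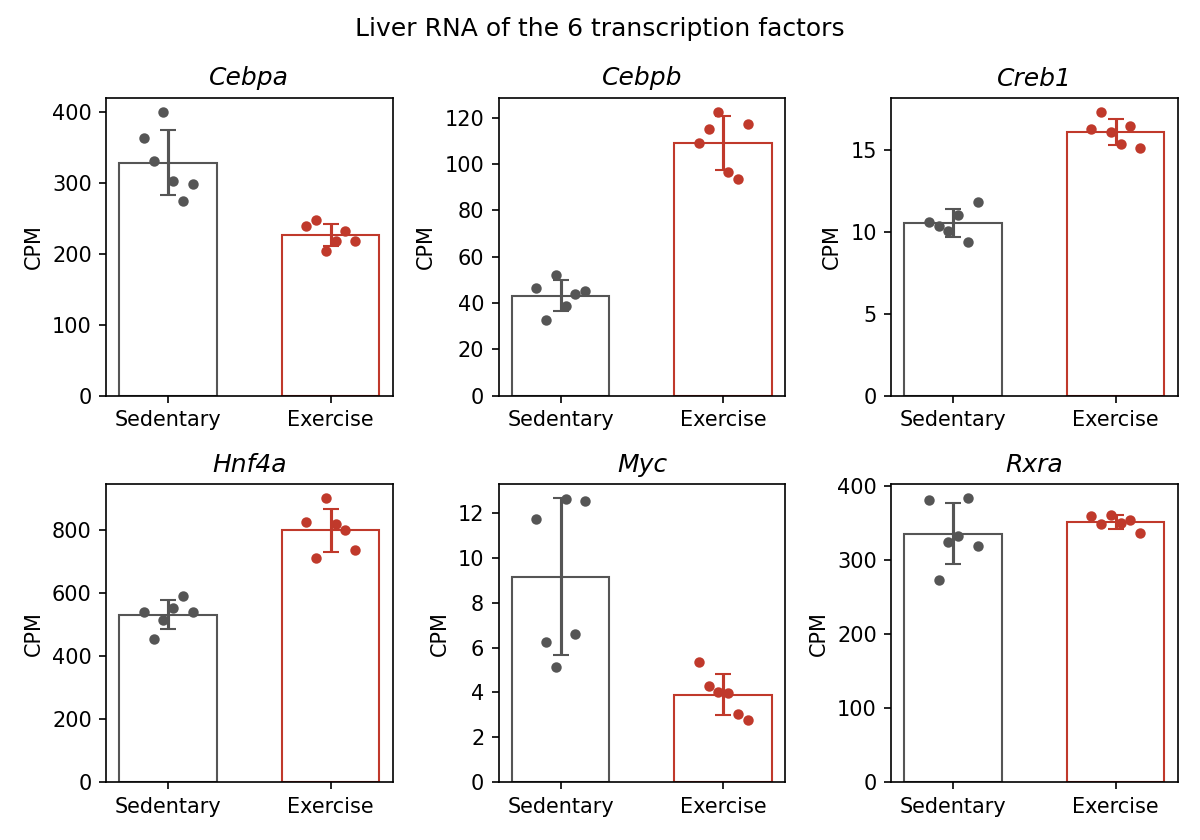
Levels of 6 transcription factors in liver RNA (y axes, CPM, each starting at 0) of sedentary and exercised mice (x axes). Points are mice, bars are means and error bars are SD (n = 6 per group); Cebpa and Myc are lower after exercise, Cebpb, Creb1 and Hnf4a are higher, and Rxra overlaps.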

Bioinformatics analysis revealed 6 conserved transcription factor binding sites in the promoter region of *Angptl8* (Supplemental Figure 3C), among which only *Cebpα* was regulated both by fasting and by exercise (Supplemental Figure 3D). CEBPα is a transcription factor that plays important roles in hepatic lipid metabolism and adipogenesis (52). Chromatin immunoprecipitation and sequencing identified 2 conserved CEBPα binding motifs in the promoter region of *ANGPTL8* (Supplemental Figure 3E). Notably, exercise decreased hepatic CEBPα protein levels, especially for the longer isoform p42 (Figure 4A), which is also the active isoform for transcriptional regulation (52). Hepatic *Cebpα* knockout decreased the hepatic *Angptl8* transcription and abolished heart LPL regulation in response to exercise (Figure 4, B and C).

Insulin increased *Angptl8* transcription in rat primary hepatocytes directly, which was blocked by the phosphoinositide 3-kinase (PI3K) inhibitor (wortmannin) and mechanistic target of rapamycin (mTOR) inhibitor (rapamycin), suggesting that insulin regulated *Angptl8* transcription through the canonical PI3K/mTOR signaling pathway (Figure 4D). Consistently, insulin increased the CEBPα level in primary hepatocytes and was blocked by rapamycin (Figure 4D). Knocking down *Cebpα* suppressed *Angptl8* transcription in primary hepatocytes (Figure 4E). Taken together, these data suggest that exercise suppresses hepatic *Angptl8* transcription, at least partially through the insulin/mTOR/CEBPα signaling pathway.

### Increased ANGPTL4 counteracts the decreased ANGPTL3 for LPL inhibition in response to exercise in WATs.

WAT is the major organ for TG storage. We found that exercise significantly suppressed LPL activity and TG-derived fatty acid uptake in WAT, accompanied by a decreased ANGPTL3 tissue binding (Figure 5, A–C). Similar to the heart (Figure 2), exercise decreased WAT ANGPTL3 binding through the suppression of hepatic *Angptl8* transcription (Figure 5, D–F). However, exercise-suppressed LPL activity was largely preserved in WAT of *Angptl3^–/–^* and *Angptl8^–/–^* mice (Figure 5G) as well as in the mice with constitutive expression of human ANGPTL8 (Figure 5H). Taken together, these data suggest that exercise suppresses WAT LPL activity independent of ANGPTL3 or ANGPTL8.

ANGPTL4 is a potent LPL inhibitor regulated by glucocorticoid receptor (53) and the fatty acids receptor PPARδ (34, 54) (Supplemental Figure 4A). Exercise increased FFAs and corticosterone concentrations in the circulation (Supplemental Figure 1D and Supplemental Figure 4B). 

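For the liver, RNA-Seq of the mice in Figure 1C gives Angptl4 (gene ID 57875; chromosome 17 of GRCm38, 33773750 to 33781830). Its level rose from 73.1 ± 20.1 CPM (SD, n = 6) in sedentary livers to 227 ± 30.4 CPM (SD, n = 6) in exercised livers. The log2 fold change of Angptl4 was 1.64 (standard error 0.17, adjusted p = 1.53e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap (two-sided exact permutation test, p = 0.00216). It stayed between 1.54 and 1.74 with each liver left out in turn. Adipose tissue was not analysed here.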

Consistently, exercise significantly increased the transcription of *Angptl4* in WAT (Figure 6A) and in the liver (Supplemental Figure 4C), consistent with previous reports (55, 56). Previous studies reported that liver-derived ANGPTL4 has no effect for peripheral tissue LPL activity, while adipose tissue ANGPTL4 inhibits LPL activity locally (28, 31, 57). We sought to understand the role of adipose tissue ANGPTL4 in response to exercise.

Adipose tissue–specific *Angptl4*-knockout mice (Ad-*Angptl4*^–/–^) had similar ANGPTL3 tissue binding compared with their littermate controls (Supplemental Figure 4, D and E). Like that in wild-type mice, exercise increased the LPL activity of the heart and soleus muscle of Ad-*Angptl4*^–/–^ mice (Figure 6B). In sharp contrast to wild-type mice, exercise increased LPL activity in the WAT of Ad-*Angptl4*^–/–^ mice (Figure 6B). This increased LPL activity was accompanied by decreased ANGPTL3 binding in the tissues (Supplemental Figure 4E). Blocking ANGPTL3 function abolished LPL regulation for the heart and soleus muscle and the WAT of the Ad-*Angptl4*^–/–^ mice in response to exercise (Figure 6, C and D). These data suggest that exercise suppresses WAT LPL activity through coordinated regulation of both hepatic ANGPTL3 and ANGPTL8 and WAT ANGPTL4, with the later playing a dominant role. On the other hand, exercise increases heart and skeletal muscle LPL activity through suppressing hepatic ANGPTL8, which reduces ANGPTL3 tissue binding and increases tissue LPL activity (Figure 6E). Adipose tissue ANGPTL8 was shown to inhibit ANGPTL4 locally (46, 58). We found that exercise also suppressed *Angptl8* transcription in WAT (Supplemental Figure 4F), which may also contribute to the decreased WAT LPL activity in response to exercise. Interestingly, regular exercise training also decreased the circulation levels of the ANGPTL8/ANGPTL3 complex significantly and improved lipid traits (59), suggesting that the ANGPTL families play important roles in response to different types of exercise.

## Discussion

Metabolic flexibility is crucial for health. Its dysfunction is a major driving force for metabolic syndromes, including insulin resistance, ectopic lipid deposition, and type 2 diabetes (35). Substrate switching between carbohydrates and fat lays the groundwork for metabolic flexibility. Exercise elicits a dramatic neuronal-endocrine response, including suppressed insulin secretion and increased stress hormones secretion (60), which plays critical roles in mobilizing stored TG and glycogen (61, 62). Different tissues, such as heart and skeletal muscle, have distinct requirements for energy substrates compared with WAT, necessitating tightly controlled tissue-specific substrate delivery to meet their physiological needs.

Glucose, FFA, and TG are 3 major metabolic fuels in the circulation. Exercise suppresses insulin secretion and limits the glucose uptake in the adipose tissue (63). On the other hand, exercise enhances glucose uptake in the heart and skeletal muscle mainly through muscle contraction, calcium signaling, and AMPK activation (4, 61). By doing this, exercise shifts circulating glucose to heart and skeletal muscles for energy production. Regarding FFA, exercise enhances FFA uptake in skeletal muscle through the activation of transporter protein, such as CD36, at least partially mediated by the calcium signaling and AMPK activation (4). To our knowledge, whether exercise suppresses FFA uptake in WAT remains unclear. However, circulating FFA serves as an important resource for hepatic very-low-density lipoprotein production (64), which is subjected to tissue-specific uptake, as described below.

Circulating TG is carried in hepatic-derived very-low-density lipoprotein and intestinal-derived chylomicrons. It is an important fuel source for peripheral tissues. However, whether and how exercise regulates tissue-specific LPL activity and TG uptake remain obscure (16–19). Most of these studies did not consider the feeding status. The current study found that exercise coordinates with feeding and increases LPL activity and TG uptake in the heart and skeletal muscle by reducing blood insulin levels, which, by cross-talking with the liver, decreases hepatic *Angptl8* transcription and ANGPTL3 tissue binding, resulting in increased tissue LPL activity (Figure 6E). Meanwhile, exercise increases *Angptl4* transcription and inhibits LPL activity in WAT locally. By doing this, exercise shifts circulating TG toward heart and skeletal muscle for energy production in the postprandial state (Figure 6E).

ANGPTL3, ANGPTL4, and ANGPTL8 all contain a conserved LPL binding motif (20). However, how they coordinate with each other and regulate tissue-specific LPL activity remains incompletely understood. Our current study provides compelling evidence that the ANGPTL8/ANGPTL3 complex determines LPL activity in the heart and skeletal muscle, while ANGPTL4 counteracts ANGPTL8/ANGPTL3 function and determines LPL activity in WAT (Figure 6E). This regulatory mechanism may also play important roles in other physiological conditions, such as fasting and cold exposure. Notably, a previous study also reported that ANGPTL4 diverts circulating TG from the resting muscle to the exercising muscle (34), suggesting that there are multilayer regulations for the tissue-specific TG delivery.

ANGPTL3 alone is a poor LPL inhibitor. ANGPTL8 cannot inhibit LPL by itself and functions as a cofactor for ANGPTL3 (20, 43, 45–47). Previous study suggested that ANGPTL8 and ANGPTL3 form a tetramer with 1:3 ratio, which creates a new epitope for LPL inhibition (47). To our knowledge, we show for the first time that ANGPTL8 also functions by recruiting circulation ANGPTL3 to the target tissues for efficient LPL inhibition. Previous study reported that ANGPTL8 promotes the binding of ANGPTL3 to LPL in cultured cells (43). However, a recent study reported that feeding decreases LPL levels in the heart through the ANGPTL8/ANGPTL3 complex (42). Whether ANGPTL8 promotes ANGPTL3 binding in tissues through LPL remains to be investigated. Interestingly, ANGPTL3’s N-terminal binds with tissues completely through ANGPTL8, while its C-terminal binds with tissues independently of ANGPTL8 (Figure 2). This ANGPTL8-independent C-terminal binding provides a plausible explanation for the observation that full-length ANGPTL3 binds with tissues through ANGPTL8 partially (Figure 2). However, this ANGPTL8-independent ANGPTL3 binding does not respond to exercise, suggesting that this part of ANGPTL3 is not required for the exercise-responsive LPL regulation. The physiological functions of these parts of ANGPTL3 and their binding partners in tissues remain unknown.

Insulin has been well known for regulating tissue glucose uptake. Our current study found that insulin also plays critical roles in regulating tissue-specific TG uptake, mainly through the hepatic PI3K/mTOR/CEBPα signaling pathway. CEBPα is a master transcription factor in regulation of hepatic lipid metabolism and responds to hormonal and metabolic regulation (52, 65). Our current study suggested that CEBPα functions downstream of mTOR for ANGPTL8 regulation. However, how mTOR regulates CEBPα expression and activity remain to be investigated. Previous studies also suggest that ANGPTL8 is regulated by CEBPβ and ZNF638 (50, 66). How CEBPα, CEBPβ, and ZNF638 coordinate with each other in response to different nutritional and hormonal signals will need further investigation.

Ectopic lipid deposition, where lipids accumulate in nonadipose tissues, is one of the major reasons for insulin resistance. The role of insulin in regulating tissue-specific TG uptake and substrate switching suggests that insulin resistance will further promote ectopic lipid deposition. This feed-forward loop provides a molecular explanation for the strong association of insulin resistance and ectopic lipid deposition (67). Whether manipulating this pathway will disrupt the feed-forward loop and improve insulin sensitivity remains to be determined.

The role of exercise in preventing and treating a multitude of diseases has garnered increasing attention. Yet, a significant challenge persists — the low adherence to exercise regimens as a form of “exercise medicine.” Thus, what are the molecular mechanisms for exercise benefits, and how to maximize these benefits with similar exercise intensity, have immense interest both within the scientific community and to the general public. Recent studies suggest that exercising at different times of the day has difference effects in improving metabolic health, with postprandial exercise (68–70) having a better outcome than exercise at fasting (71). However, the precise mechanisms remain elusive. Our study, while unraveling pathways and mechanisms governing TG utilization during exercise, also yielded a surprising revelation — exercise fails to increase heart and skeleton muscle TG uptake and utilization during fasting, coinciding with low insulin level. This insulin-dependent regulatory mechanism potentially explains the superior benefits of postprandial exercise.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable, and male and female individuals and animals were used in current study. Sex of study participants and mice are provided in figure legends.

### Materials.

We obtained insulin from Novo Nordisk (11061-68-0), Intralipid (20%) from BBCA Pharmaceutical of China, 9,10-[^3^H]triolein from PerkinElmer (NET431005MC), fatty acids free bovine serum albumin (BSA) from Sangon Biotech (A602448), Rapamycin from Selleck (AY-22989), an insulin ELISA kit from EZassay (MS100), a Glucocorticoid ELISA kit from Enzo life (ADI-900-097), heparin from Beijing Wokai Biotechnology (A47476), GW501516 from MCE (HY-10838), and Streptozotocin from MilliporeSigma (S0130). The ANGPTL3 inhibitory antibody has been described previously (32).

### Animals.

Male Sprague-Dawley rats and C57BL/6J wild-type mice were purchased from the Central Disease Control of Hubei province, China. *Angptl3^–/–^* mice were generated by CRISPR/Cas9 technology with 2 gRNA flanking exon 1 and exon 6 on C57BL/6J background by GemPharmatech (Supplemental Figure 4G). F0 mice were crossed with wild-type C57BL/6J mice, and F1 mice were used for further analysis. *Angptl4^fl/+^* mice were obtained from GemPharmatech (strain T016209). The adipocyte-specific *Angptl4*-knockout mice (Ad-*Angptl4^–/–^*) were generated by crossing the *Angptl4^fl/fl^* mice with *Adiponectin*-*Cre* (72). *Angptl8^–/–^* mice (NM-KO-190241) were obtained from Shanghai Model Organisms. SpCas9-transgenic mice were obtained from The Jackson Laboratory (strain 028551). The littermate control mice were used for all studies unless otherwise indicated. Mice and rats were housed in a specific pathogen–free animal facility with a controlled environment (12-h-light/12-h-dark daily cycle, 23°C ± 1°C, 60–70% humidity) at Wuhan University. All animals were fed with standard chow diet unless otherwise indicated.

Before exercise, mouse food intake was synchronized, with 3 days of daytime feeding (9:00 am to 15:00 pm) and night time fasting (15:00 pm to 9:00 am). On each day, 3 hours after food intake (12:00 pm), mice were acclimated to the treadmill by being put in their respective lanes while the belt was still and shock grids were on for 10 minutes. Then, the mice were forced to run for 5 minutes at 10 m/min. On day 4, a single bout aerobic exercise was performed at a postprandial period or at fasting. For postprandial exercise, mice were refed at 9:00 am, and food was removed at 12:00 pm. Half of the mice was subjected to exercise and the other half was left sedentary. All samples were collected at the same time at the end of exercise. For fasting exercise, mice were kept at fasting. Half of mice were subjected to exercise at 12:00 pm, and the other half of mice were left sedentary. All samples were collected at the same time at the end of exercise (Supplemental Figure 1). A single bout aerobic exercise was set to 14 m/min for 3 hours unless otherwise indicated. 14 m/min is about half of the maximum speed for mice used in the study. In some experiments, mice were first infused with adeno-associated virus expressing target cDNA or gRNA through tail vein infusion. Fourteen days later, mice were subjected to food synchronization and exercise as described above.

Mouse energy expenditure was measured with metabolic cages equipped with treadmills (CLAMS, Columbus Instruments). First, mouse food intake was synchronized as described previously. On each day, 3 hours after food intake (12:00 pm), mice were acclimated to the treadmill in metabolic cages by being put in their respective lanes while the belt was still and shock grids were on for 10 minutes. Then, the mice were forced to run for 5 minutes at 10 m/min. On day 4, a single bout of aerobic exercise (14 m/min) was performed at 3 hours after refeeding (postprandial) or at fasting. Respiratory exchange ratio and heat production were calculated according to the instruction.

For exercise with insulin supplementation, mice were synchronized as described above. Three hours after food intake, mice were subjected for exercise at 14 m/min for 1.5 hours. Then, mice were anesthetized with isoflurane, and insulin (1.5 U/Kg) was injected i.p. Mice were forced to run at 14 m/min for another 1.5 hours. Type 1 diabetic mice were generated by a single i.p. injection of streptozotocin (150 mg/kg). The control group was injected with control citrate buffer (pH 4.5). Six days later, mouse food intake was synchronized, and mice were subjected to exercise postprandially as described above.

### Exercise in humans.

Fifteen healthy volunteers were recruited from graduate students at Wuhan University (age, 25 ± 5 years, 8 male individuals and 6 female individuals). On day 1, all individuals ate breakfast at 8:30 am. Then, they rested, and vein blood was draw at 10:00 am. On day 2, all individuals ate similar breakfast at 8:30 am and start running at 9:00 am for 1 hour. Each person ran with moderate intensity at their own comfortable speed (average speed was about 10 km per hour). Vein blood was drawn at the end of exercise.

### Tissue LPL activity.

Tissue LPL activity was measured exactly as described before (26). Briefly speaking, mice were anesthetized with isoflurane. Fresh tissues were collected and minced in cold DMEM with fatty acid–free bovine serum albumin (2%) and heparin (2 U/mL). The tissues were incubated at 37°C for 30 minutes with slow rotation. After spinning down at 6,000*g* for 5 minutes, the medium was collected, snapped frozen with liquid nitrogen, and saved at –80°C. TG lipase activity was measured using a glycerol-stabilized emulsion composed of 9,10-[^3^H]triolein, triolein, and phosphatidylcholine. LPL activity is expressed as the rate of FFAs release (27).

### TG-^3^H-palmitate tissue uptake.

The TG-^3^H-palmitate tissue uptake experiments were performed with intralipids containing 9.10-[^3^H]triolein as the TG emulsion substrate. Briefly, 9.10-[^3^H]triolein was dried under nitrogen gas and then suspended by sonication with 5% of intralipids on ice (50 W power, 30 seconds on, 60 seconds off for 3 cycles). The suspension was diluted 10-fold with saline and was used for tissue uptake assay. For each 20 g of body weight, 200 μL was infused through tail vein (containing 1 mg TG and 2 μCi 9.10-[^3^H]triolein). Ten minutes later, mice were anesthetized with isoflurane and perfused with 10 mL cold saline through the left ventricle unless otherwise indicated. Tissue lipids were extracted with Folch solution and were subjected to scintillation counting. Blood was collected at the end of experiment, and plasma ^3^H activity was expressed as a percentage of the initial injected value. Total blood volume was calculated as 5% of body weight. The initial injected value was expressed as total injected amount divided by the total blood volume.

### [^14^C]Deoxyglucose uptake.

Adeno-associated viruses (AAVs) expressing GFP or human ANGPTL8 (hAN8) with hepatic-specific thyroxine binding globulin (TBG) promoter were infused through the tail vein in *Angptl8^–/–^* mice (1 × 10^12^ particles/mouse). Fourteen days later, mice were subjected to a single bout of exercise (14 m/min, 3 hours) postprandially. The 2-Deoxy-D-glucose uptake was performed during the last hour of exercise as described previously (26). Briefly, for each 20 g body weight, 200 μL saline containing 3 μCi of 2-[1-^14^C]deoxy-D-glucose (PerkinElmer) was injected via the tail vein. Sixty minutes after injection, tissues were collected after extensively perfusion with cold PBS through the left ventricle. Indicated tissues were homogenized, and tissue lysate was subjected to scintillation counting.

### Echocardiography.

AAVs expressing GFP or hAN8 with hepatic-specific TBG promoter were infused through the tail vein in *Angptl8^–/–^* mice (1 × 10^12^ particles/mouse). Fourteen days later, mice were subjected to an exercise challenge for 2 weeks (14 m/min, 2 hours daily postprandially). Transthoracic echocardiography was performed using a VisualSonics Vevo 3100 system equipped with MX550D transducer (FUJIFILM Visual Sonics). Body temperature was under controlled conditions during echocardiogram acquisition. Systolic function was obtained from short-axis M-mode at the midventricular level, as indicated by the presence of papillary muscles. Anesthesia was induced by 2% isoflurane mixed with 1 L/min air and confirmed by lack of response to firm pressure on one of the hind paws. Isoflurane was reduced to 0.5%–1% mixed with 1 L/min air to maintain a heart rate in the range of 550–610 beats per minute during imaging collection. Diastolic function was measured through apical 4-chamber views using pulsed-wave and tissue Doppler imaging at the level of the mitral valve. Anesthesia was induced by 4% isoflurane mixed with 1 L/min air and confirmed by lack of response to firm pressure on one of the hind paws. Isoflurane was reduced to 1.5%–2% to maintain a heart rate in the range of 340–400 beats per minute during imaging collection. At the end of the procedures, all mice were recovered from anesthesia without difficulties. Parameters collected include heart rate, left ventricular end-diastolic diameter, end-diastolic interventricular septal wall thickness, left ventricular end-diastolic posterior wall, peak Doppler blood inflow velocity across the mitral valve during early diastole (E), peak Doppler blood inflow velocity across the mitral valve during late diastole (A), peak tissue Doppler of myocardial relaxation velocity at the mitral valve annulus during early diastole (E′), and peak tissue Doppler of myocardial relaxation velocity at the mitral valve annulus during late diastole (A′). Left ventricular fractional shortening, left ventricular ejection fraction, and the E/E′ were analyzed using Vevo Analysis software according to the manufacturer’s instructions (FUJIFILM Visual Sonics). All parameters were measured at least 3 times, and means are presented.

### Blood chemistry.

Blood was collected and clotted at room temperature for 60 minutes. Serum was isolated by centrifugation at 3,500*g* for 10 minutes at 4°C. TG and cholesterol were measured using an enzymatic kit from Shanghai Kehua Bio-Engineering Co. Nonesterified fatty acids were measured using the HR Series NEFA-HR Kit (Wako). Lactate was detected using colorimetric kits (Elabscience, E-BC-K044-M). Blood glucose was measured using a glucometer (Contour; Bayer) by eye bleeding.

### Cell culture and virus production.

293T cells were cultured in high glucose DMEM (Life Technologies, 12800-082) with 10% FBS (ExCell Bio Inc., FSP500), 100 units/mL sodium penicillin (Sangon Biotech, A600135), and 100 μg/mL streptomycin sulfate (Sangon Biotech, A610494) at 37°C with 5% CO_2_. EDTA-free protein inhibitor cocktail was purchased from Selleck (B14001). Polyethylenimine was obtained from Polysciences (24765-2).

Rat primary hepatocytes were isolated from rats ad libitum by the collagenase method and cultured as described previously (73). Three hours after plating, cells were washed twice with PBS, after which M199 medium was added to cells. (Gibco, 31100019) supplemented with 100 nM dexamethasone (MilliporeSigma, D4902), 100 nM 3,3′,5-Triiodo-L-thyronine (MilliporeSigma, T2877), 100 units/mL sodium penicillin (Sangon Biotech, A600135) and 100 μg/mL streptomycin sulfate (Sangon Biotech, A610494). Sixteen hours later, cells were treated with wortmannin (200 nM) or rapamycin (100 nM) for 30 minutes and followed by insulin treatment (100 nM) for another 3 hours. Then, cells were harvested for further analysis. In some experiments, rat primary hepatocytes were transfected with double-stranded siRNA oligos with Lipofectamine RNAiMAX (Invitrogen, 13778075) according to the manufacturer’s instruction. Then, cells were incubated for 48 hours before insulin treatment. siRNA oligos were synthesized by Genepharma, and the sequences are listed in Supplemental Table 1.

Mouse primary hepatocytes were isolated from refed mice by the collagenase method and cultured exactly as described previously (74). Three hours after plating, cells were washed twice with PBS and changed to high glucose DMEM (Life Technologies, 12800-082) with 10% FBS (ExCell Bio Inc., FSP500), 100 units/mL penicillin, and 100 μg/mL streptomycin sulfate (Gibco, 15140-122) with the dexamethasone or GW501516 for 3 hours. Then, cells were harvested for further analysis.

AAVs were produced in 293T cells as described previously (72). Expression vector with TBG promoter was used for hepatic-specific expression of human ANGPTL8 in mice. CRISPR/Cas9-mediated *Cebpα* knockdown was performed in SpCas9-transgenic mice. AAVs expressing gRNA targeting mouse *Cebpα* was expressed with U6 promoter. gRNA sequence is listed in Supplemental Table 1.

### Immunoblot.

Immunoblot was performed as previously described (74), with the exception that the cells and tissues were lysed in lysis buffer (1% Triton, 50 mM tris-HCL, 150 mM NaCl, 5 mM EDTA, 5 mM EGTA). All tissues were collected after extensive perfusion with ice-cold saline through the left ventricle. Serum was diluted 20-fold with saline before sample buffer was added. Nonreducing sample buffer was used for all samples except for immune blot of Akt and S6K together with their respect controls. To detect human ANGPTL8, liver lysate and serum were immunoprecipitated with anti-Flag M2 beads (MilliporeSigma). Then, the eluted samples were subjected to immunoblot analysis with anti-ANGPTL8 antibody as described previously (20).

The following antibodies were used in current study: Anti-angptl3 antibody (R&D Systems, AF136), Anti-Calnexin antibody (Proteintech, 10427-2-AP), Anti-Vcl antibody (ABclonal, A2752), Anti-Flag antibody (Medical & Biological Laboratories, PM020), Anti-AKT antibody (Cell Signaling Technology, 88800), Anti p-AKT antibody (Cell Signaling Technology, 4060), Anti-S6K antibody (Cell Signaling Technology, 2708), Anti–p-S6K antibody (Cell Signaling Technology, 97596), and Anti-cebpα antibody (Cell Signaling Technology, 8178).

### Real-Time PCR.

Total RNA was extracted from tissues or cells with TRI Reagent (MilliporeSigma, T9424). The concentration and quality were measured with NanoDrop (Thermo Scientific). Two micrograms of total RNA was used for cDNA synthesize with a Reverse Transcription Kit (Yeasen Biotech, 11121ES60). Real-time PCR was performed with SYBR Green master mix (Yeasen Biotech, 11201ES08) together with indicated primers for each gene. *36B4* was used as internal control, except when otherwise indicated. 

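36B4 is the gene Rplp0, a ribosomal protein gene on chromosome 5 of GRCm38 from 115559467 to 115563727. In the sequenced livers Rplp0 was at 449 ± 25.5 CPM (SD, n = 6) in sedentary mice and 461 ± 14.1 CPM (SD, n = 6) in exercised mice. The difference was within the replicate spread (log2 fold change 0.038, standard error 0.054, adjusted p = 0.61 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.335). Its sign turned under library size scaling (-0.0596).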

The average expression level for the control group was set to 1. All primers are listed in Supplemental Table 1.

### Angptl8 transcription analysis.

Total RNA was extracted from tissues with TRI Reagent (MilliporeSigma, T9424). RNA-Seq was performed as described previously (27). KEGG pathway enrichment analysis was performed with the online tool Dr.Tom (https://biosys.bgi.com), created by the Beijing Genomics Institute, according to their instructions.

Transcription factor binding analysis was performed with the Cistrome DB Toolkit (http://dbtoolkit.cistrome.org/). Transcription factors bound within the 1 Kb and 10 Kb regions of the transcription start site of human *ANGPTL8* and mouse *Angptl8* were selected and were subjected for further functional verification.

### Statistics.

All data are expressed as mean ± SEM, and *P* values were calculated using unpaired 2-tailed Student’s *t* test in GraphPad Prism 8.0.1 unless otherwise indicated. Data are shown as the mean ± SEM. *P* values of less than 0.05 were considered significant.

### Study approval.

Human samples were used with approval from the Biomedical Ethic Committee of Wuhan University (protocol IRB2022014). All animal protocols were approved by the Institutional Animal Use and Care Committee of College of Life Sciences, Wuhan University (protocol WDSKY0201504-2).

### Data availability.

Liver RNA-Seq data are available at GEO (accession GSE269016). Values for all data points in graphs are available in the Supporting Data Values file.

## Author contributions

Conceptualization was contributed by YW, XML, and YLZ. Methodology and investigation were contributed by XML, YLZ, BQH, LL, YL, YFM, SJK, QL, LKK, KH, BLS, YL, YW. Transcriptomic analysis was contributed by XML. Writing of the original draft was contributed by YW, XML and YLZ. Supervision was contributed by YW. Funding acquisition was contributed by YW.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
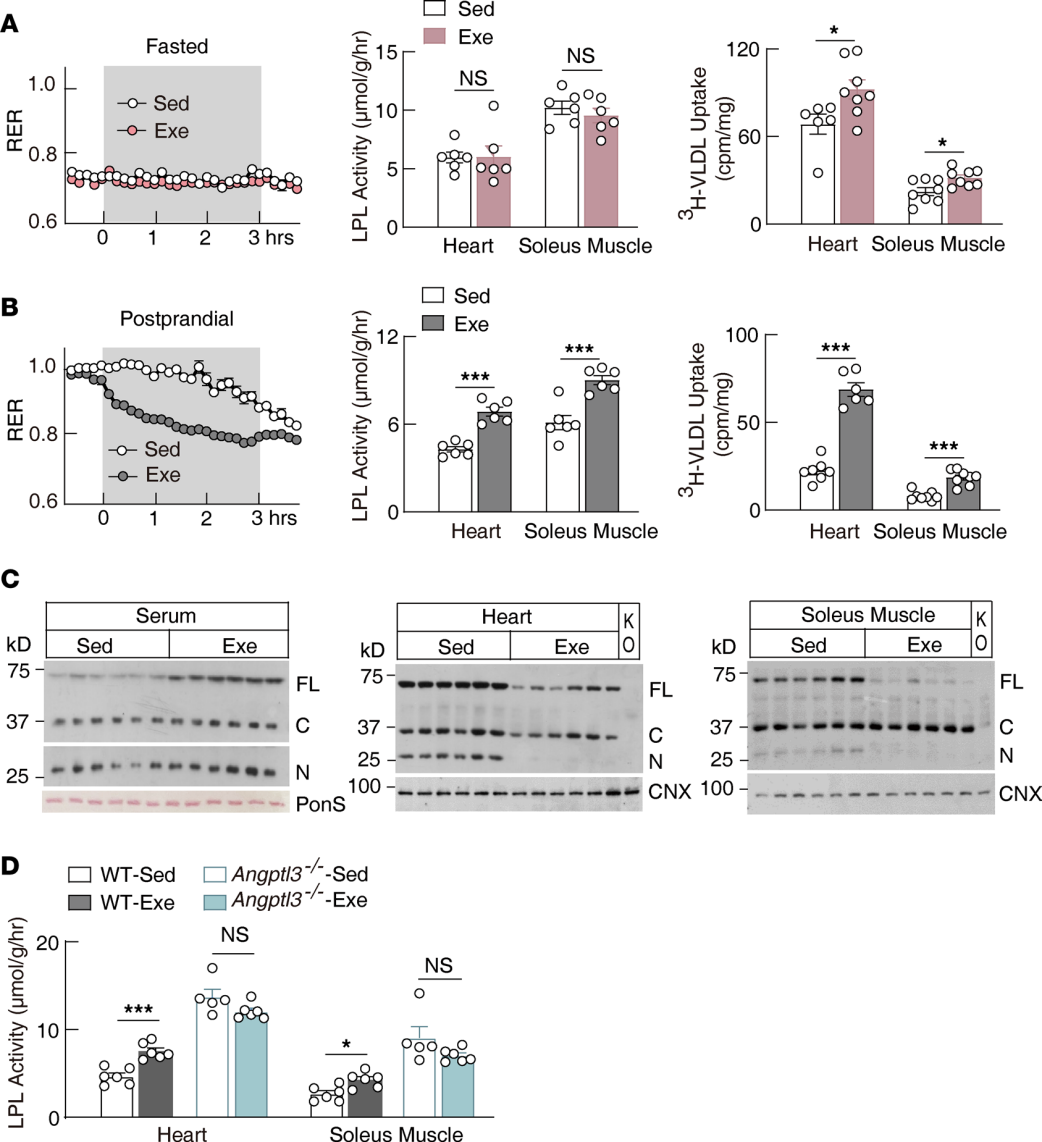
Exercise suppression of ANGPTL3 tissue binding increases LPL activity in the heart and skeletal muscle in the postprandial state. (**A**) Respiratory exchange ratio (RER), tissue LPL activity, and triolein-[^3^H]palmitate uptake in mice exercised at fasting (*n* = 12 males/group for RER, *n* = 6 males/group for tissue LPL activity and triolein uptake, 8–10 weeks of age). (**B**) Respiratory exchange ratio, tissue LPL activity, and triolein-[^3^H]palmitate uptake in mice exercised postprandially (*n* = 12 males/group for RER, *n* = 6 males/group for tissue LPL activity and triolein uptake, 8–10 weeks of age). (**C**) ANGPTL3 protein levels in the serum, heart, and soleus muscle of mice following postprandial exercise as in **B** (*n* = 6 males/group, 8–10 weeks of age). (**D**) Tissue LPL activity in *Angptl3*^–/–^ mice and littermate control wild-type mice following postprandial exercise as in **B** (*n* = 5–6 males/group, 13–17 weeks of age). Sed, sedentary; Exe, exercise; FL, ANGPTL3 full-length; C, ANGPTL3 C-terminal; N, ANGPTL3 N-terminal; PonS, ponceau S; CNX, calnexin; KO, samples from *Angptl3*^–/–^ mice. All experiments were repeated with similar results. Data are shown as the mean ± SEM. *P < 0.05, ***P < 0.001.

**Figure 2:**
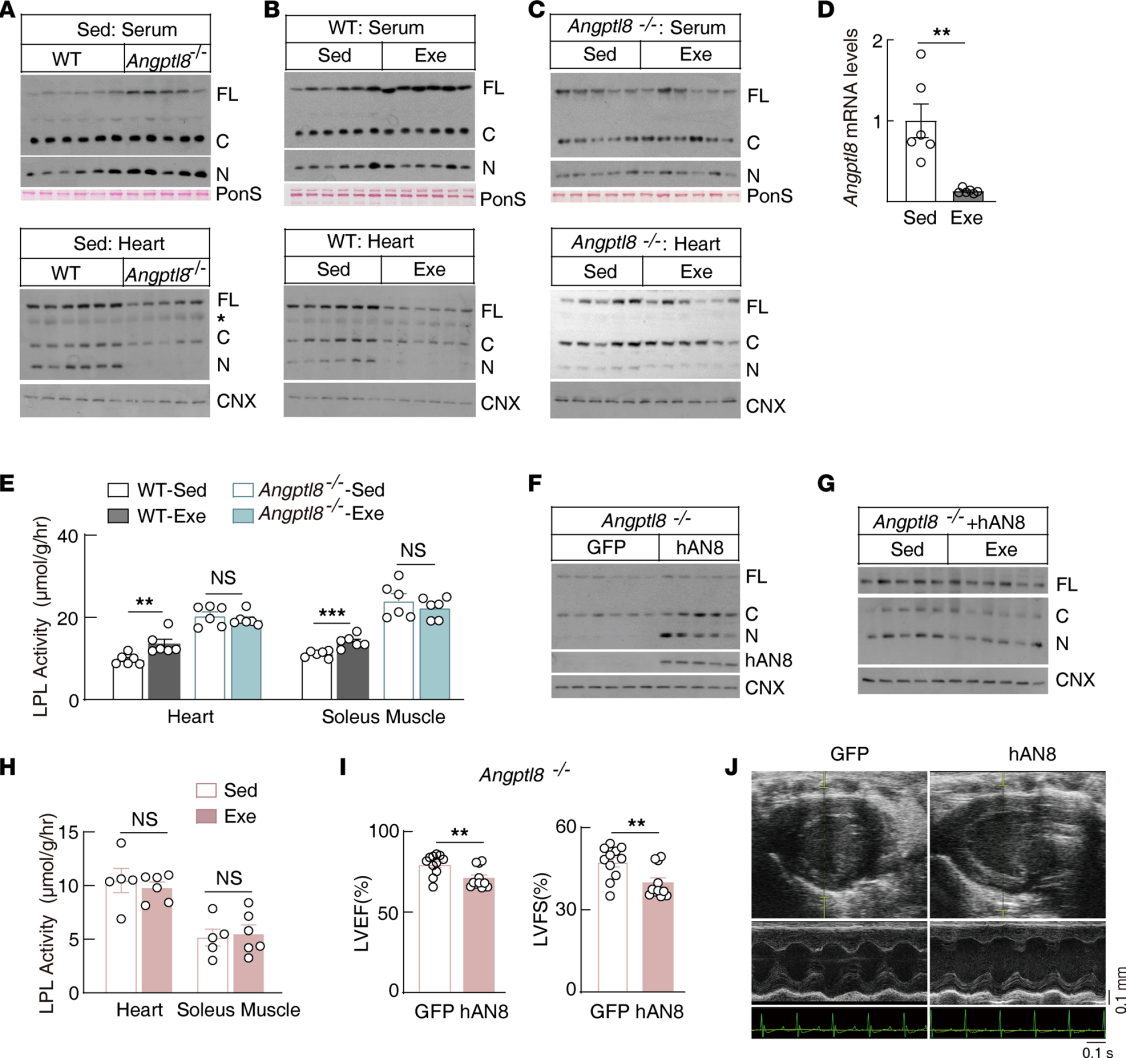
ANGPTL8 mediates exercise suppression of ANGPTL3 tissue binding in the postprandial state. (**A**–**C**) ANGPTL3 protein levels in *Angptl8*-knockout (*Angptl8*^–/–^) mice and littermate control wild-type mice with or without exercise in the postprandial state (*n* = 5–6 females/group, 8–18 weeks of age; the asterisk indicates nonspecific bands). (**D**) Hepatic *Angptl8* mRNA levels of wild-type mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age). (**E**) Heart LPL activity of *Angptl8*^–/–^ mice and littermate control wild-type mice following postprandial exercise (*n* = 6 males/group, 9–14 weeks of age). (**F**) Protein levels in the heart of *Angptl8*^–/–^ mice with hepatic specific expressing of GFP or human ANGPTL8 (hAN8) (*n* = 5–6 males/group, 7–8 weeks of age). Human ANGPTL8 or GFP was expressed in mice with adeno-associated virus (AAVs) with the hepatic specific Thyroxine binding globulin (TBG) promoter as described in *Methods*. (**G**) ANGPTL3 protein levels in hearts of *Angptl8*^–/–^ mice with hepatic specific expression of human ANGPTL8 following postprandial exercise (*n* = 5–6 males/group, 7–8 weeks of age). ANGPTL8 expression was performed as in **F**. (**H**) LPL activity in heart and soleus muscle of mice used in **G**. (**I**) Systolic heart function in *Angptl8*^–/–^ mice expressing GFP or human ANGPTL8. GFP- or ANGPTL8-expressing mice were prepared as in **F**, and heart function was evaluated after a 2-week exercise challenge, as described in the Methods (*n* = 12 males/group, 8–11 weeks of age). LVEF, left ventricular ejection fraction; LVFS, left ventricular fractional shortening. (**J**) Representative M-mode images of the echocardiographic analysis for **I**. Scale bar: 0.1 s (*x* axis); 0.1 mm (*y* axis). All experiments were repeated with similar results. Data are shown as the mean ± SEM. **P < 0.01, ***P < 0.001.

**Figure 3:**
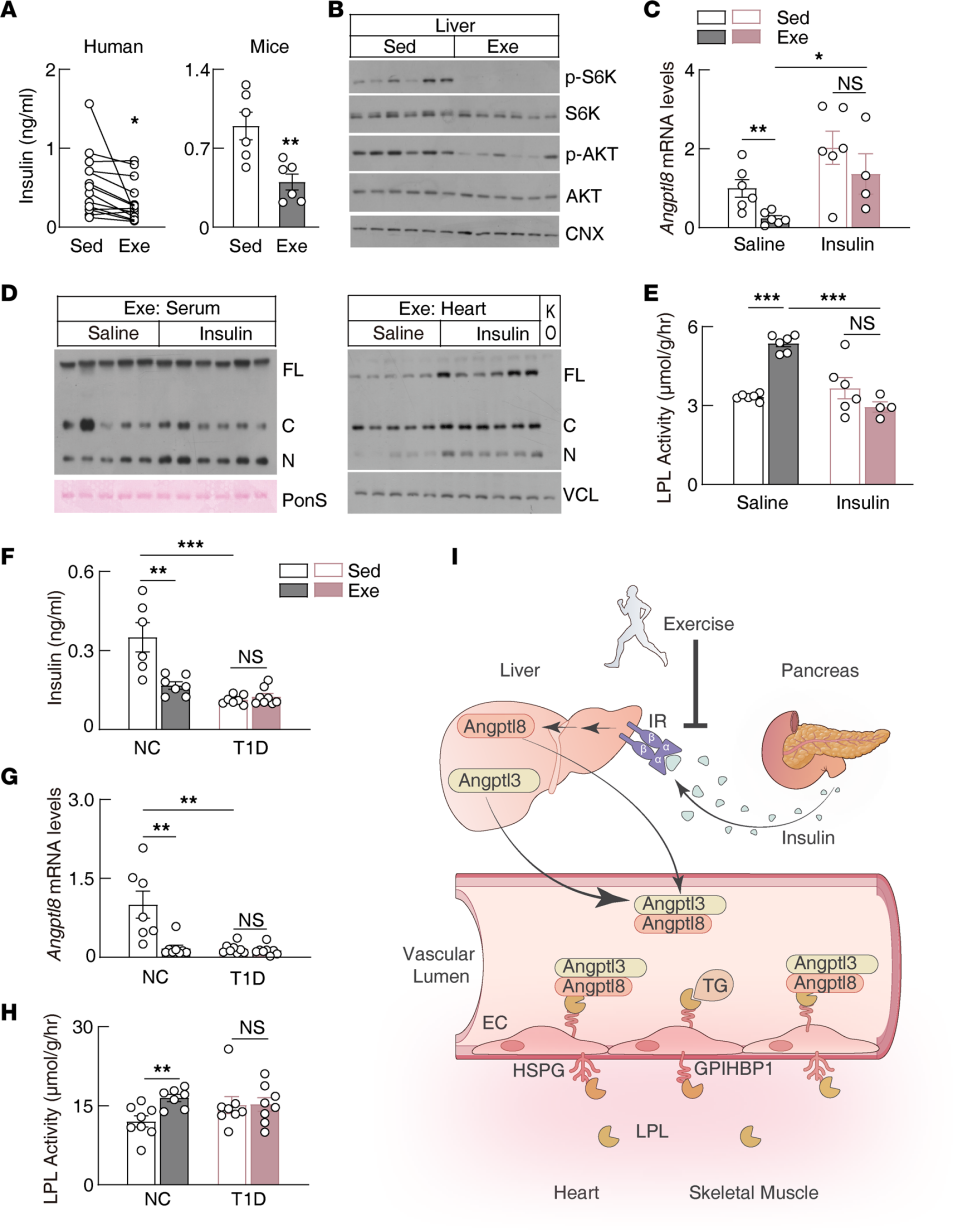
Postprandial exercise suppresses hepatic *Angptl8* expression via reduction of insulin. (**A**) Serum insulin levels in humans and mice following postprandial exercise (humans: 8 male and 6 female individuals; aged 25 **±** 5 years; mice: *n* = 6 males/group, 8–10 weeks of age). (**B**) Immunoblot analysis of liver lysates in mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age). (**C**) Hepatic *Angptl8* transcriptional levels in mice exercised postprandially with or without insulin supplementation (*n* = 4–6 males/group, 8–10 weeks of age). (**D**) ANGPTL3 protein levels in mice exercised postprandially with or without insulin supplementation (*n* = 5–6 males/group, 8–10 weeks of age). (**E**) Heart LPL activity in mice used in **C**. (**F**–**H**) Serum insulin levels, hepatic *Angptl8* transcriptional levels, and heart LPL activity in normal (NC) or type 1 diabetic (T1D) mice exercised postprandially (*n* = 8 males/group, 8–10 weeks of age). (**I**) Working model for postprandial exercise upregulation of LPL activity in the heart and skeletal muscle. EC, endothelial cells; IR, insulin receptor; HSPG, heparin sulfate proteoglycans. All experiments were repeated with similar results. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
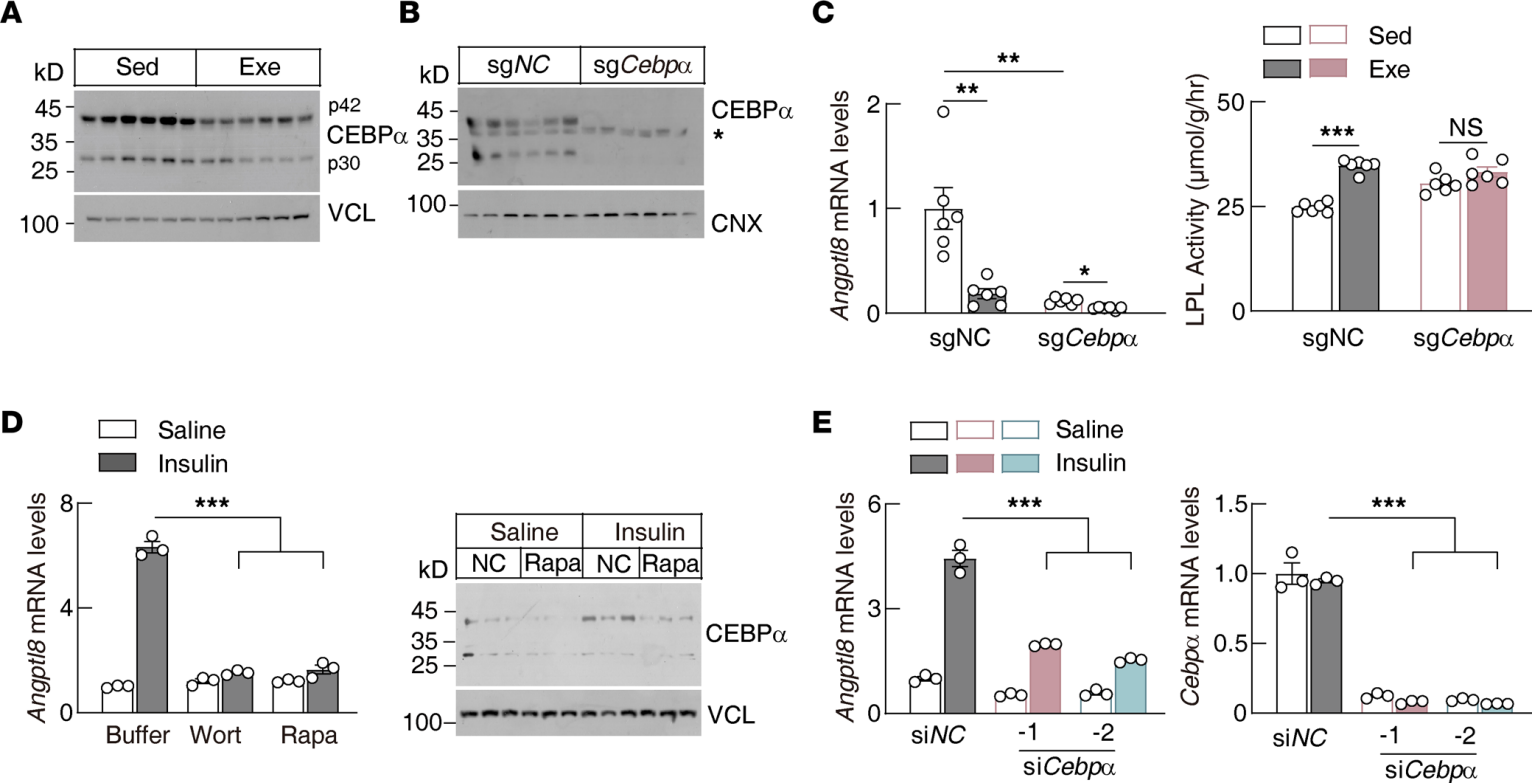
Insulin regulates hepatic *Angptl8* transcription through the PI3K/mTOR/CEBPα pathway. (**A**) Hepatic CEBPα protein levels in mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age; p42 and p30 are 2 different isoforms for CEBPα). (**B**) Hepatic CEBPα protein levels in *Cebp*α-knockout mice (*n* = 6 males/group, 8–14 weeks of age; the asterisk indicates nonspecific bands). SpCas9-transgenic mice were infused with AAVs expressing gRNA targeting *Cebp*α (5 × 10^11^ particles/mouse) through the tail vein. Fourteen days later, samples were collected at the sedentary state. A scramble gRNA was used as negative control (sg*NC*). (**C**) Hepatic *Angptl8* transcriptional level and heart LPL activity in *Cebpα*-knockout mice following postprandial exercise. *Cebpα* knockout was performed exactly as in **B**. Fourteen days later, mice were subjected to exercise and samples were analyzed as described in Methods (*n* = 6 males/group, 8–14 weeks of age). (**D**) *Angptl8* transcriptional level and CEBPα protein level in rat primary hepatocytes with indicated treatments (*n* = 3/group). Wort, wortmannin; Rapa, rapamycin. (**E**) Insulin-regulated *Angptl8* transcription in rat primary hepatocytes with or without (si*NC*) *Cebp*α knockdown (*n* = 3/group). All experiments were repeated with similar results. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
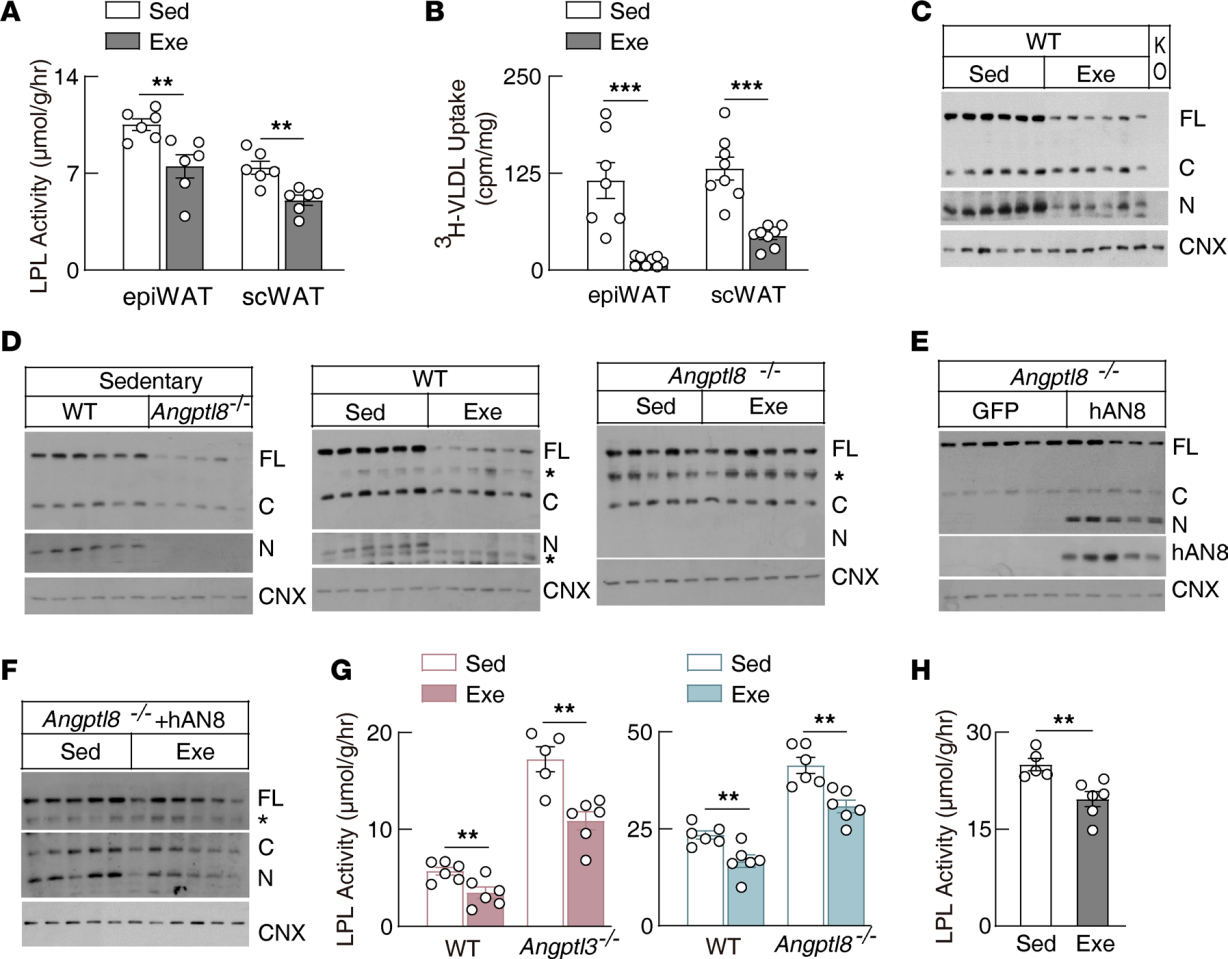
Postprandial exercise suppresses white adipose tissue LPL activity independently of ANGPTL3 or ANGPTL8. (**A** and **B**) Tissue LPL activity and triolein-[^3^H]palmitate uptake in mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age). epiWAT, epididymal white adipose tissue; scWAT, subcutaneous white adipose tissue. (**C**) ANGPTL3 protein level in epiWAT of wild-type mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age). (**D**) ANGPTL3 protein level in epiWAT of *Angptl8^–/–^* mice and littermate controls following postprandial exercise (*n* = 5–6 females/group, 8–18 weeks of age; the asterisk indicates nonspecific bands). (**E**) Immunoblot of epiWAT in *Angptl8^–/–^* mice with liver-specific expression of GFP or human ANGPTL8 (hAN8) in the postprandial state (*n* = 5–6 males/group, 7–8 weeks of age). (**F**) ANGPTL3 protein level in epiWAT of *Angptl8^–/–^* mice with liver-specific expressing of human ANGPTL8 following postprandial exercise (*n* = 5–6 males/group, 7–8 weeks of age; the asterisk indicates nonspecific bands). (**G**) LPL activity in epiWAT of *Angptl3^–/–^* mice, *Angptl8^–/–^* mice, and their wild-type littermate controls following postprandial exercise (*Angptl3^–/–^*: *n* = 5–6 males/group, 13–17 weeks of age; *Angptl8^–/–^*: *n* = 6 males/group, 9–14 weeks of age). (**H**) LPL activity in epiWAT of mice used in **F**. All experiments were repeated with similar results. Data are shown as the mean ± SEM. **P < 0.01, ***P < 0.001.

**Figure 6:**
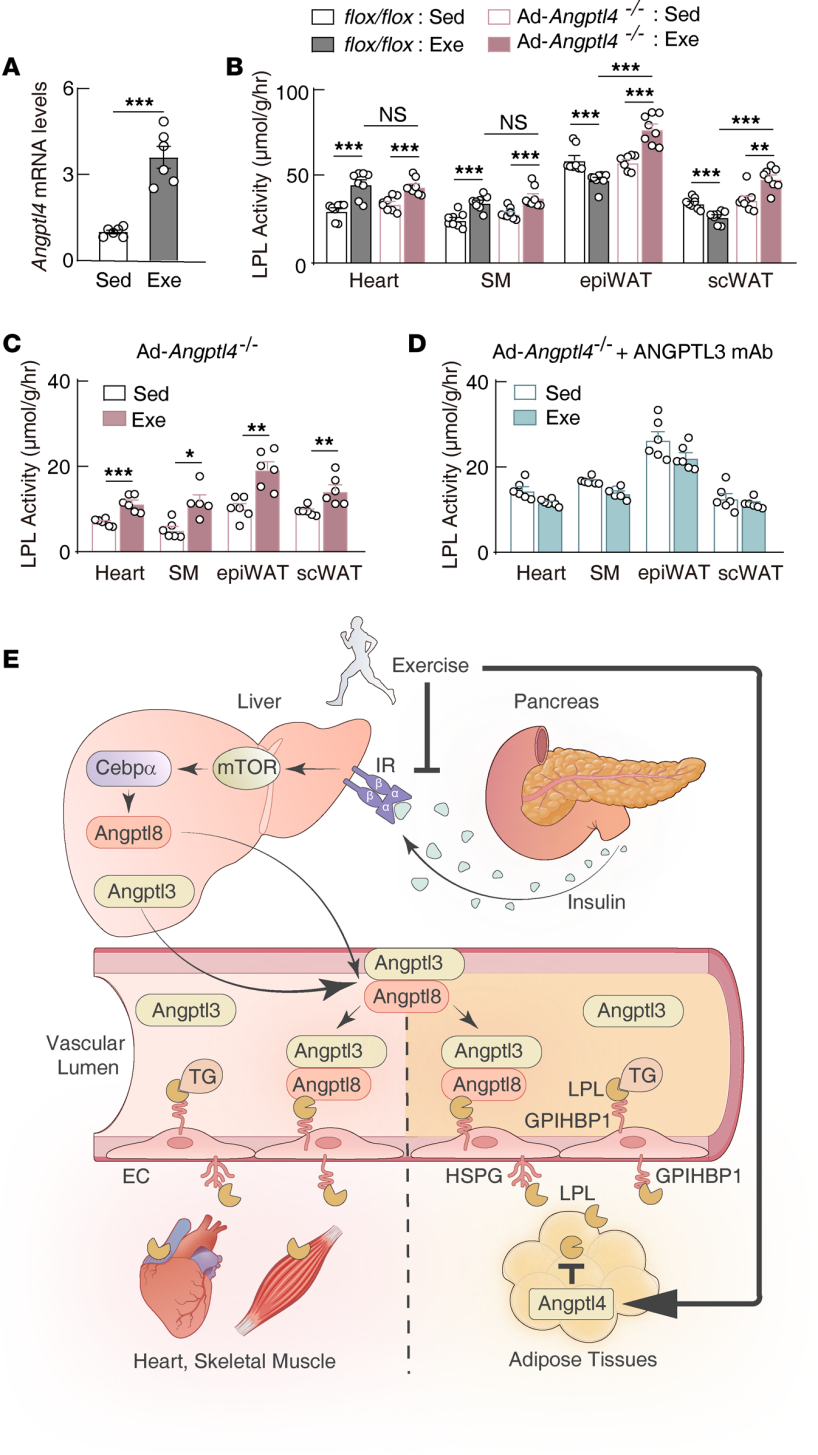
Postprandial exercise upregulation of local *Angptl4* expression predominantly suppresses white adipose tissue LPL activity. (**A**) A*ngptl4* transcriptional level in epiWAT of mice following postprandial exercise (*n* = 6 males/group, 8–10 weeks of age). (**B**) Tissue LPL activity in adipose tissue–specific *Angptl4*-knockout (Ad-*Angptl4^–/–^*) mice and littermate control wild-type mice following postprandial exercise (*n* = 8 males/group, 7–12 weeks of age). (**C**) Tissue LPL activity in Ad-*Angptl4^–/–^* mice following postprandial exercise (*n* = 6 males/group, 7–10 weeks of age). (**D**) Tissue LPL activity in Ad-*Angptl4^–/–^* mice treated with ANGPTL3 inhibitory antibody and exercised postprandially (*n* = 6 females/group, 8–11W). ANGPTL3 inhibitory antibody (mAb) was infused through the tail vein (20 mg/kg), and postprandial exercise was performed at 4 days later. SM, soleus muscle; epiWAT, epididymal white adipose tissue; scWAT, subcutaneous white adipose tissue. All experiments were repeated with similar results. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. (**E**) Working model for postprandial exercise regulation of tissue-specific LPL activity and TG-derived fatty acid uptake. Exercise increases LPL activity and TG-derived fatty acid uptake in the heart and skeletal muscle through suppression of the hepatic insulin/mTOR/CEBPα/ANGPTL8/ANGPTL3 axis, while exercise suppresses adipose tissue LPL activity and TG-derived fatty acid uptake through upregulation of ANGPTL4. EC, endothelial cells; IR, insulin receptor; HSPG, heparin sulfate proteoglycans.

# Supplementary material for: Postprandial exercise regulates tissue-specific triglyceride uptake through angiopoietin-like proteins
**Source:** JCI Insight. 2024 Aug 22;9(16):e181553. doi: 10.1172/jci.insight.181553
**Supplement:** Supplemental data

## Supplementary Materials for

### **Postprandial exercise regulates tissue-specific triglyceride uptake through Angiopoietin-like proteins**

Xiaomin Liu<sup>#1</sup>, Yiliang Zhang<sup>#1</sup>, Bingqian Han<sup>1</sup>, Lin Li<sup>1</sup>, Ying Li<sup>1</sup>, Yifan Ma<sup>1</sup>, Shijia Kang<sup>1</sup>,  
Quan Li<sup>1</sup>, Lingkai Kong<sup>1</sup>, Kun Huang<sup>2</sup>, Bao-liang Song<sup>1</sup>, Yong Liu<sup>1</sup>, Yan Wang<sup>\*1</sup>

#### **The PDF file includes:**

Supplementary Figure 1-4

Supplementary Table 1

## Supplementary Figure1

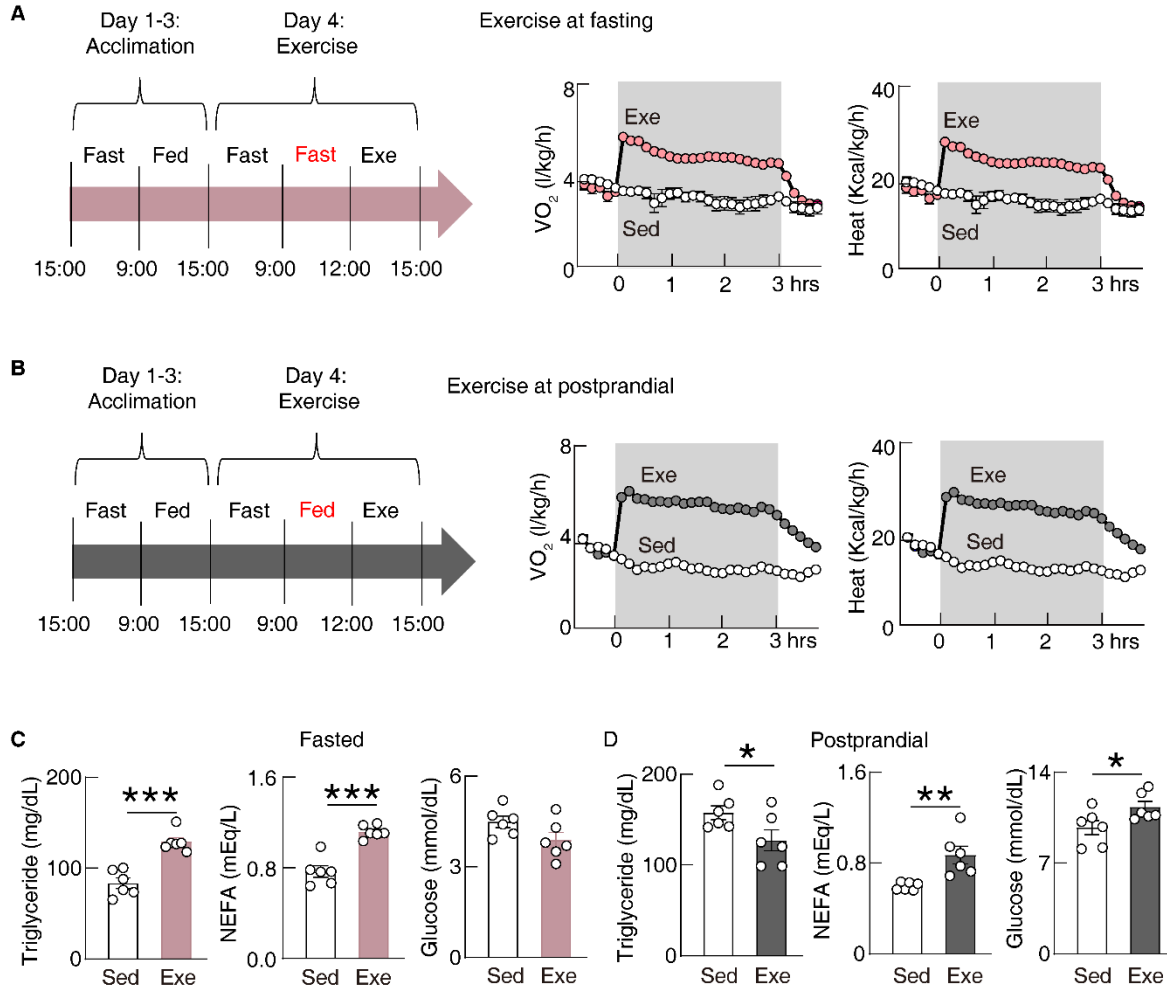

**Supplementary Figure1. Metabolic characterization of mice exercised postprandially or at fasting.** (A and B) Exercise protocol, VO<sub>2</sub> and heat production in mice used in Figure 1A and 1B respectively. Mice were first synchronized with food intake and acclimated on treadmill for 3 days. On day4, a single bout of aerobic exercise (14 m/min) was performed with treadmills in metabolic cage at fasting or at postprandial condition as described in *Methods*. (C and D) Blood chemistry of mice exercised at fasting or at postprandial as in panel A and B respectively (n=6 males/group, 8-10 weeks). All experiments were repeated with similar results. Data are expressed as means  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . All abbreviations are the same as in Figure 1.

14  
15

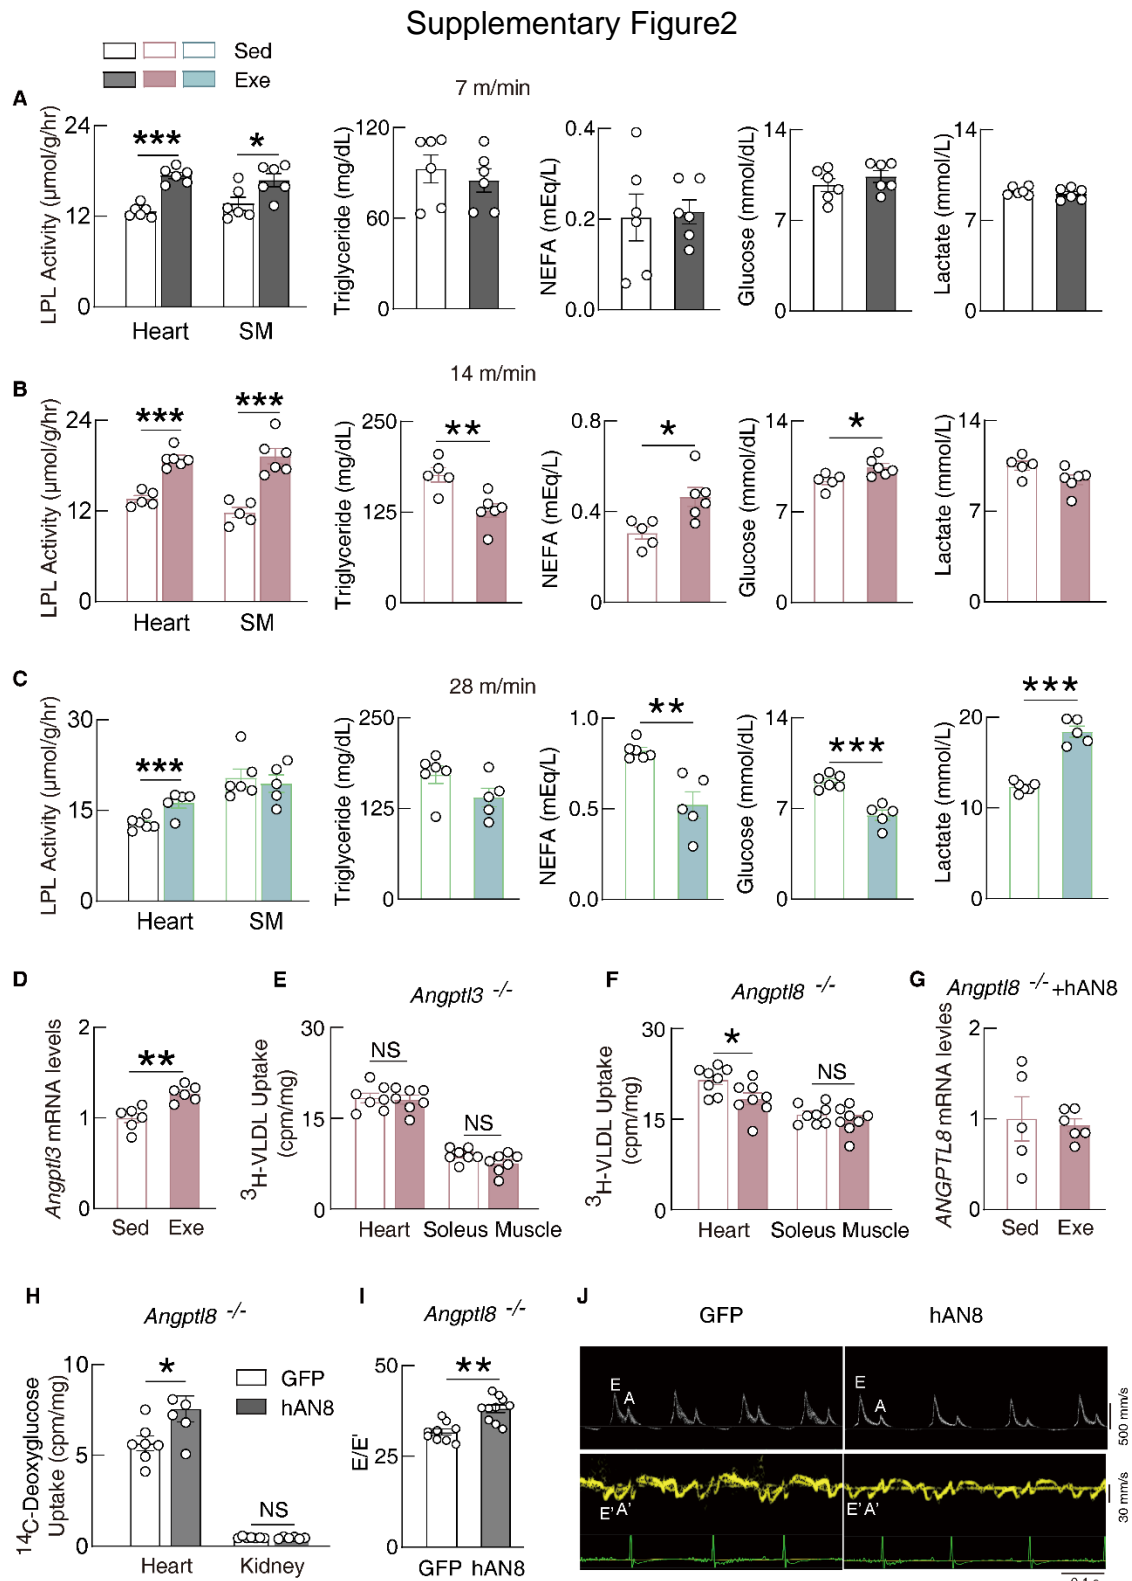

16  
17  
18  
19

**Supplementary Figure2.** (A-C) Tissue LPL activity and blood chemistry of mice exercised with indicated speed for 3 hours postprandially (n=6 males/group, 8-10W. SM: Soleus muscle). (D) Hepatic *Angptl3* mRNA level in mice used in Figure1C. (E) Tissue triolein-[<sup>3</sup>H]palmitate uptake in *Angptl3*<sup>-/-</sup>

mice following postprandial exercise (n=7 males/group, 8-9 weeks). (F) Tissue triolein-[<sup>3</sup>H]palmitate uptake in *Angptl8*<sup>-/-</sup> mice following postprandial exercise (n=8 males/group, 17-20 weeks). (G) Human *ANGPTL8* mRNA level in liver of mice used in Figure 2G. (H) Tissue <sup>14</sup>C-Deoxyglucose uptake in *Angptl8*<sup>-/-</sup> mice expressing GPF or human ANGPTL8 (hAN8) and exercised postprandially (n=6-7 females/group, 8-10 weeks). (I) Heart diastolic function in mice used in Figure 2I. (E: peak Doppler blood inflow velocity across the mitral valve during early diastole, E': peak tissue Doppler of myocardial relaxation velocity at the mitral valve annulus during early diastole). (J) Representative imaging of pulsed-wave Doppler (top) and tissue Doppler (bottom) tracings of panel I. Data are expressed as means ± SEM. \* *p* < 0.05, \*\* *p* < 0.01, \*\*\* *p* < 0.001. All experiments were repeated with similar results. All abbreviations are the same as in Figure 1.

Supplementary Figure3

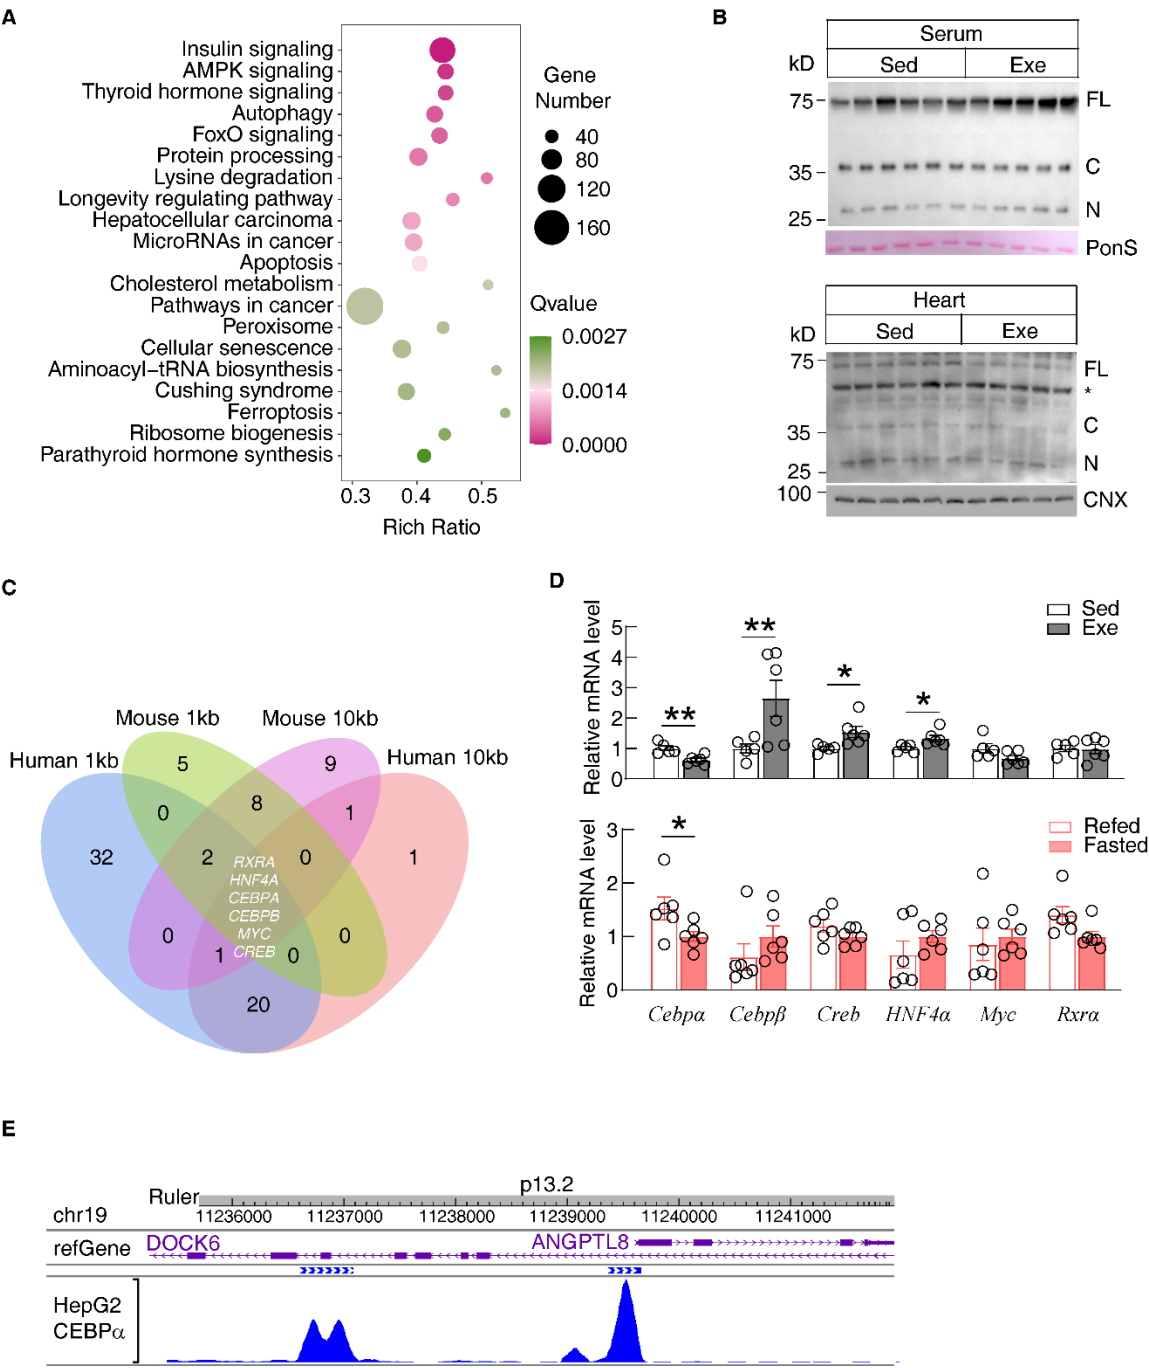

**Supplementary Figure3.** (A) KEGG pathway analysis for hepatic genes in mice following postprandial exercise. Liver samples from mice used in Figure 1C were subjected to RNA sequencing and pathway analysis was performed as described in *Methods*. (B) ANGPTL3 protein levels in serum and heart of mice that subjected for exercise at fasting state. The fasting exercise was conducted the same as in Figure 1A (N=5-6 Male/group, 10 weeks, All abbreviations are the same as in Figure 1). \*Non-specific band. (C) Transcription factor binding motif analysis for human *ANGPTL8* and mouse *Angptl8*. ChIP-seq data were obtained from Cistrome DB and analyzed as described in *Methods*. Transcription factor

41 binding motif near the start code of *ANGPTL8* and *angptl8* were overlaid together. (D) Hepatic gene  
42 expression in mice following postprandial exercise or subjected to overnight fasting at sedentary (n=6-  
43 7 males/group, 8-10W). Exercise was performed exactly the same as in Figure 1B. Hepatic RNA was  
44 extracted and subjected for RT-PCR analysis as described in *Methods*. (E) ChIP-seq analysis for  
45 *ANGPTL8* promoter with CEBP $\alpha$  antibody. Data were obtained from Cistrome DB as described in  
46 *Methods*. Data are expressed as means  $\pm$  SEM. \*\* $p < 0.01$ , \*\*\*  $p < 0.001$ . Data are expressed as  
47 means  $\pm$  SEM.

Supplementary Figure4

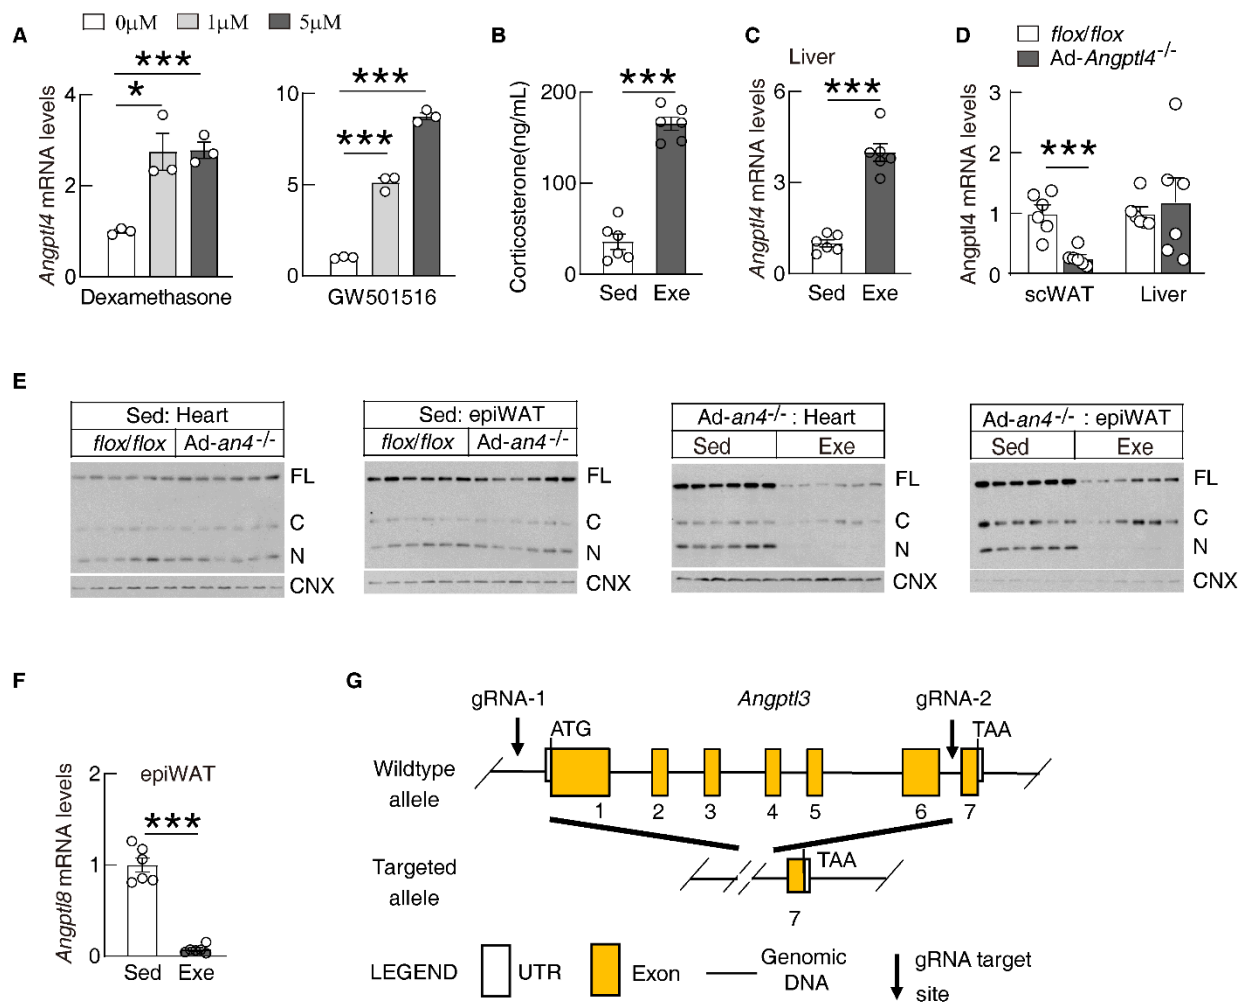

50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62  
63

**Supplementary Figure4.** (A) *Angptl4* transcriptional level in primary hepatocytes with indicated treatments. Mouse primary hepatocytes were isolated and treated as described in *Methods*. RNA was extracted and *angptl4* transcriptional level was analyzed with real time PCR. GW501516 is a Ppar $\beta/\delta$  specific agonist. (B) Circulation corticosterone levels in mice following postprandial exercise (n=6 males/group, 8-10W). (C) Hepatic *Angptl4* transcriptional level in mice following postprandial exercise (n=6 males/group, 8-10W). (D) *Angptl4* transcriptional level in adipose tissue-specific *angptl4* knockout mice (Ad-*angptl4*<sup>-/-</sup>) (n=6 males/group, 7-10W). (E) ANGPTL3 protein levels in Ad-*Angptl4*<sup>-/-</sup> mice (Ad-*an4*<sup>-/-</sup>) and littermate control wild-type (WT) mice with or without postprandial exercise (n=6 males/group, 7-10W). (F) *Angptl8* transcriptional level in epiWAT of mice following postprandial exercise (n=6 males/group, 7-10W). (G), Schematic diagram showing the generation of *angptl3*<sup>-/-</sup> mice with CRISPR/Cas9 system as described in *Methods*. (epiWAT: epididymal white adipose tissue, scWAT: subcutaneous white adipose tissue). Data are expressed as means  $\pm$  SEM. \**p* < 0.05, \*\*\**p* < 0.001. All abbreviations are the same as in Figure 1.

65 Supplementary table 1: This table contains sequence information used in this study.

66

| Primers for qPCR              |                                |                                   |
|-------------------------------|--------------------------------|-----------------------------------|
| Human                         | Forward                        | Reverse                           |
| <i>36B4</i>                   | TGCATCAGTACCCCATTCTATCA        | AAGGTGTAATCCGTCTCCACAGA           |
| <i>ANGPT</i>                  | GCAAGCCTGTTGGAGACTCAG          | CTGTCCCGTAGCACCTTCT               |
| <i>L8</i>                     |                                |                                   |
| Mouse                         | Forward                        | Reverse                           |
| <i>36B4</i>                   | CACTGGTCTAGGACCCGAGAAG         | GGTGCCTCTGGAGATTTTCG              |
| <i>Angptl3</i>                | AGCAAGACAACAGCATAAGAGA<br>ACTC | CTGAGCTGCTTTTCTATTTCTTTTA<br>TCTG |
| <i>Angptl4</i>                | GCCTTTCCCTGCCCTTCTC            | GATTGGAATGGCTACAGGTACCA           |
| <i>Angptl8</i>                | ACATGGCTGTGCTTGCTCTCT          | CAAATTCTTGGTGGGCTTGAC             |
| <i>Cebpa</i>                  | GCGGGAACGCAACAACATC            | GTCACTGGTCAACTCCAGCAC             |
| <i>Cebpb</i>                  | CGCCTTTAGACCCATGGAAG           | CCCGTAGGCCAGGCAGT                 |
| <i>RXR<math>\alpha</math></i> | CAGTACGCAAAGACCTGACCTA<br>CA   | GTTCCGCTGTCTCTTGTCGAT             |
| <i>Hnf4a</i>                  | ACTGTCCAGAGCTAGCGGAGAT         | GCAGGCATATTCATTGTCATCAA           |
| <i>Creb</i>                   | GAGCAGACAACCAGCAGAGT           | TGGATAACTGATGGCTGGGC              |
| <i>Myc</i>                    | CGGTTCTTCTGACAGAACTGA          | CCAGCCAAGGTTGTGAGGTT              |
| Rat                           | Forward                        | Reverse                           |
| <i>36B4</i>                   | TTCCCACTGGCTGAAAAGGT           | CGCAGCCGCAAATGC                   |
| <i>Angptl8</i>                | AGCCGGCCCAATATGAAGAG           | GCTGCACTTGTAGTCTCCGT              |

---

|              |                       |                        |
|--------------|-----------------------|------------------------|
| <i>Cebpa</i> | GGTTTAGGGTCGCTGGATCTC | GGCGACACCAGAATCTCCTAGT |
|--------------|-----------------------|------------------------|

**siRNA sequences for rat *Cebpa***

| Rat                  | Forward               | Reverse               |
|----------------------|-----------------------|-----------------------|
| <i>siCebpa</i><br>-1 | CACGAGACGUCUAUAGACATT | UGUCUAUAGACGUCUCGUGTT |
| <i>siCebpa</i><br>-2 | CGGUGGAUAAGAACAGCAATT | UUGCUGUUCUUAUCCACCGTT |

**gRNA sequence for mouse *Cebpa***

| Target gene  | gRNA sequence        |
|--------------|----------------------|
| <i>Cebpa</i> | AGAAGTCGGCCGACTCCATG |

---

# Supplementary material for: Postprandial exercise regulates tissue-specific triglyceride uptake through angiopoietin-like proteins
**Source:** JCI Insight. 2024 Aug 22;9(16):e181553. doi: 10.1172/jci.insight.181553
**Supplement:** Unedited blot and gel images

Fig 1C Serum

| Serum |     |
|-------|-----|
| Sed   | Exe |

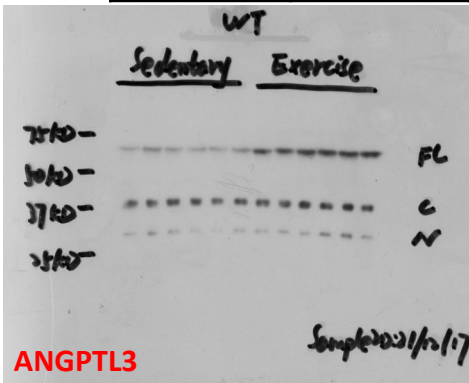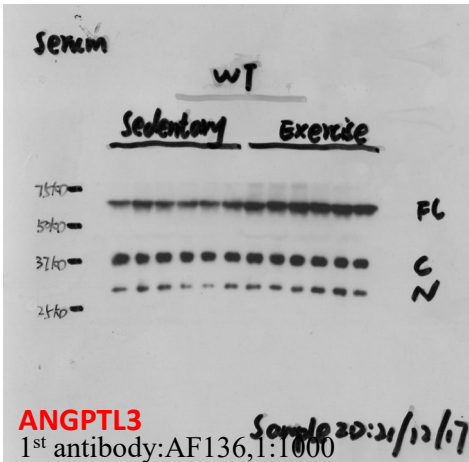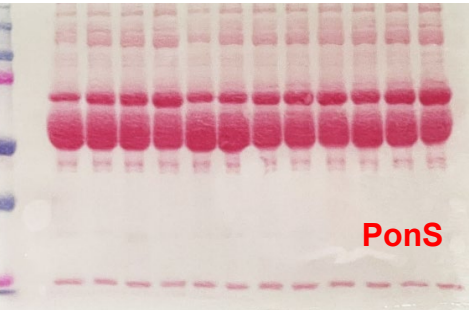

Fig 1C Heart

| Heart |     | K |
|-------|-----|---|
| Sed   | Exe | O |

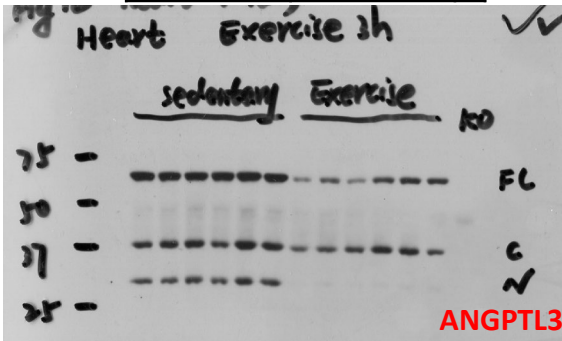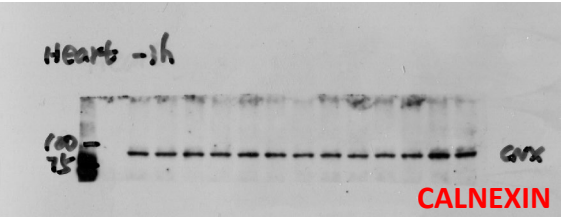

1<sup>st</sup> antibody: anti-calnexin, 1:5000  
2<sup>nd</sup> antibody: anti-rabbit, 1:100000

Fig 1C SM

| Solus Muscle |     | K |
|--------------|-----|---|
| Sed          | Exe | O |

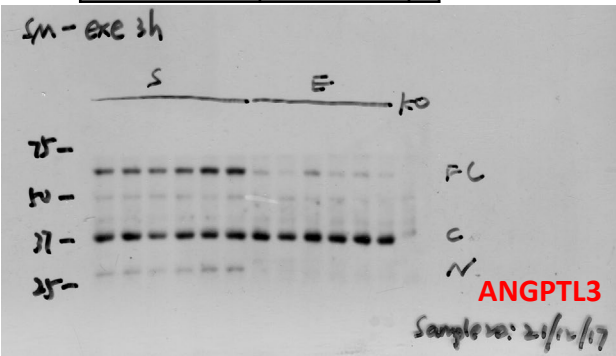

1<sup>st</sup> antibody: AF136, 1:1000  
2<sup>nd</sup> antibody: anti-goat, 1:4000

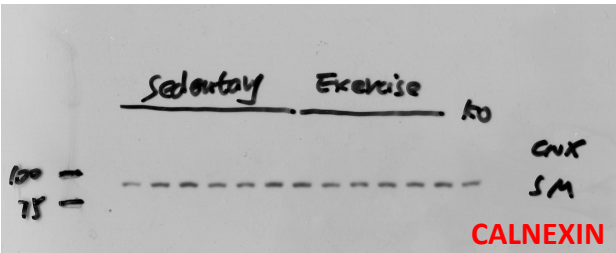

1<sup>st</sup> antibody: anti-calnexin, 1:5000  
2<sup>nd</sup> antibody: anti-rabbit, 1:100000

### Fig 2A Serum

|                  |                               |
|------------------|-------------------------------|
| Sedentary: Serum |                               |
| WT               | <i>Angptl8</i> <sup>-/-</sup> |

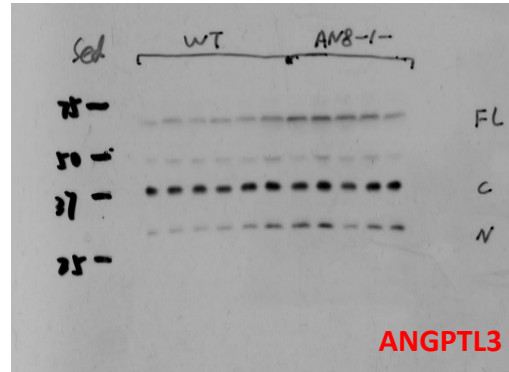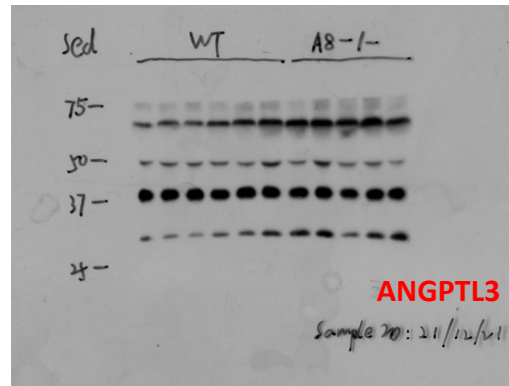

1<sup>st</sup> antibody:AF136,1:1000

2<sup>ed</sup> antibody: anti-goat, 1:4000

|                         |                               |
|-------------------------|-------------------------------|
| Sedentary: <b>Serum</b> |                               |
| WT                      | <i>Angptl8</i> <sup>-/-</sup> |

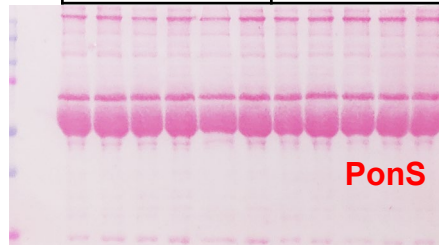

### Fig 2A Heart

|            |                                   |
|------------|-----------------------------------|
| Sedentary: |                                   |
| WT         | <i>Angptl</i><br>8 <sup>-/-</sup> |

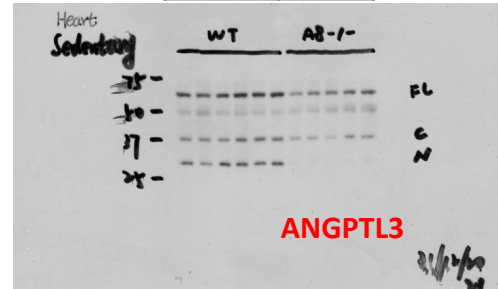

1<sup>st</sup> antibody:AF136,1:1000

2<sup>ed</sup> antibody: anti-goat, 1:4000

|                         |                               |
|-------------------------|-------------------------------|
| Sedentary: <b>Heart</b> |                               |
| WT                      | <i>Angptl8</i> <sup>-/-</sup> |

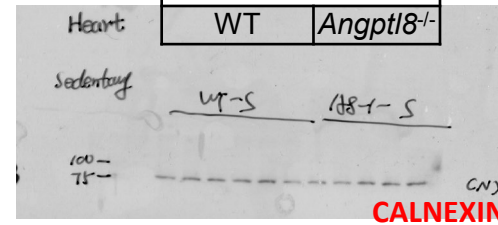

1<sup>st</sup> antibody:anti-calnexin,1:5000

2<sup>ed</sup> antibody: anti-rabbit, 1:100000

### Fig 2B Serum

| WT: Serum |     |
|-----------|-----|
| Sed       | Exe |

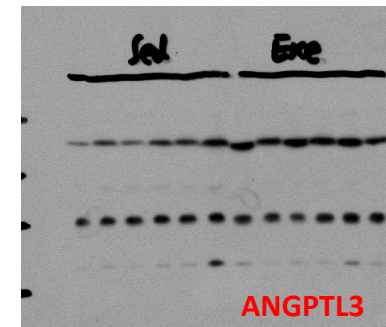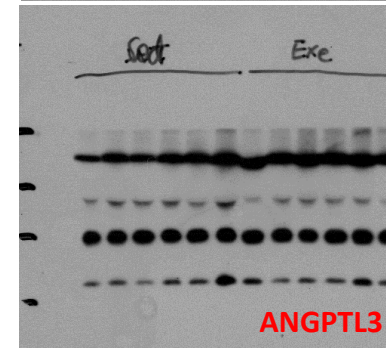

1<sup>st</sup> antibody:AF136,1:1000

2<sup>ed</sup> antibody: anti-goat, 1:4000

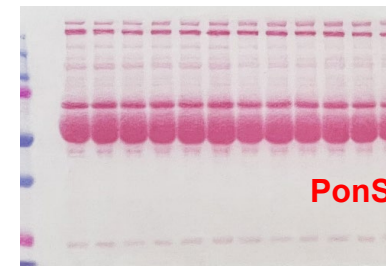

### Fig 2B Heart

|                  |     |
|------------------|-----|
| WT: <b>Heart</b> |     |
| Sed              | Exe |

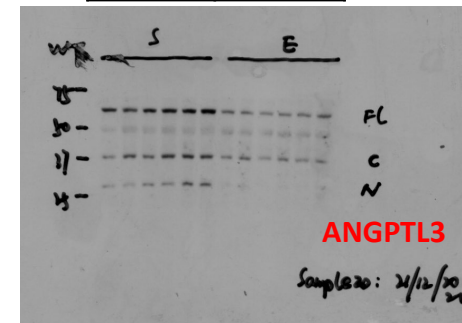

1<sup>st</sup> antibody:AF136,1:1000

2<sup>ed</sup> antibody: anti-goat, 1:4000

| WT: <b>Heart</b> |     |
|------------------|-----|
| Sed              | Exe |

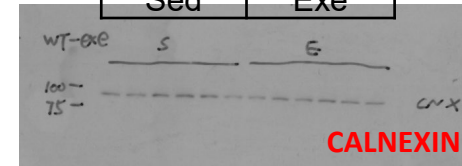

1<sup>st</sup> antibody:anti-calnexin,1:5000

2<sup>ed</sup> antibody: anti-rabbit, 1:100000

# Fig 2C Serum

| Angptl8 <sup>-/-</sup> : Serum |     |
|--------------------------------|-----|
| Sed                            | Exe |

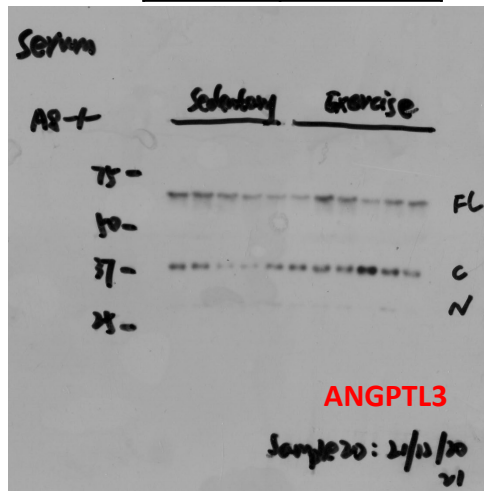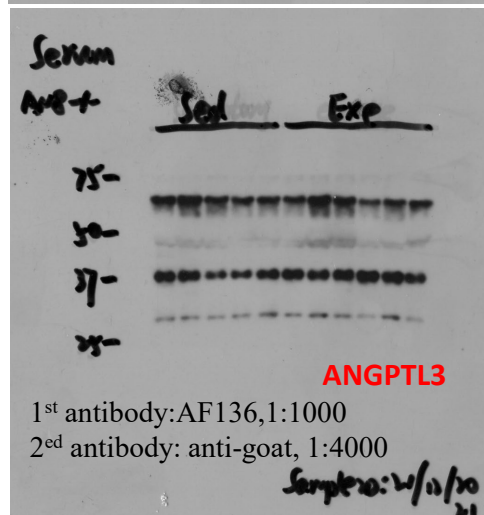

| Angptl8 <sup>-/-</sup> : Serum |     |
|--------------------------------|-----|
| Sed                            | Exe |

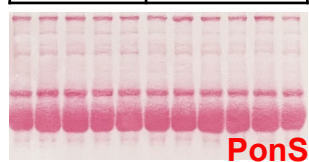

# Fig 2C Heart

| Angptl8 <sup>-/-</sup> : Heart |          |
|--------------------------------|----------|
| Sedentary                      | Exercise |

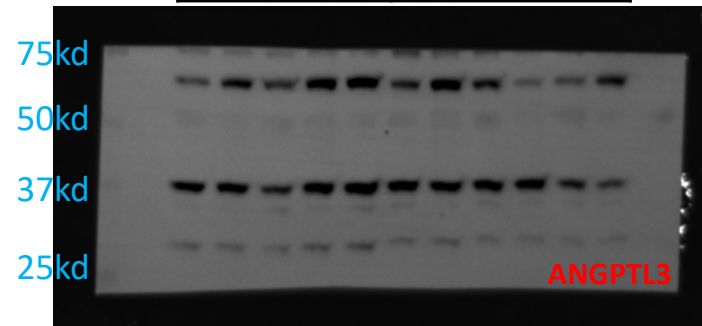

1<sup>st</sup> antibody: AF136, 1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

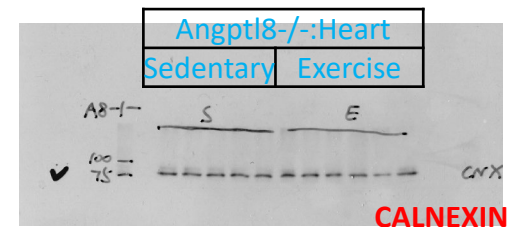

1<sup>st</sup> antibody: anti-calnexin, 1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

**Fig 2F**

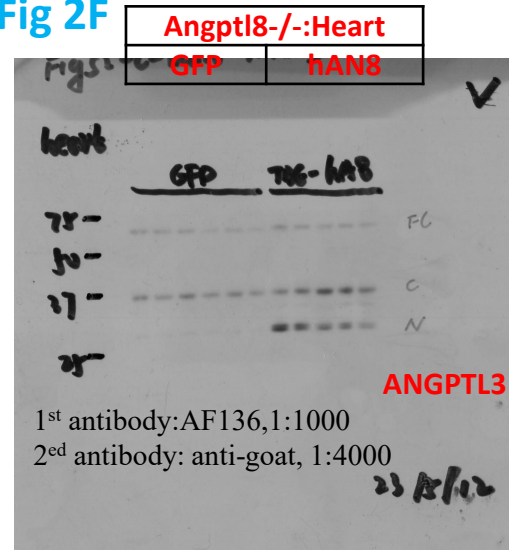

**Fig 2G**

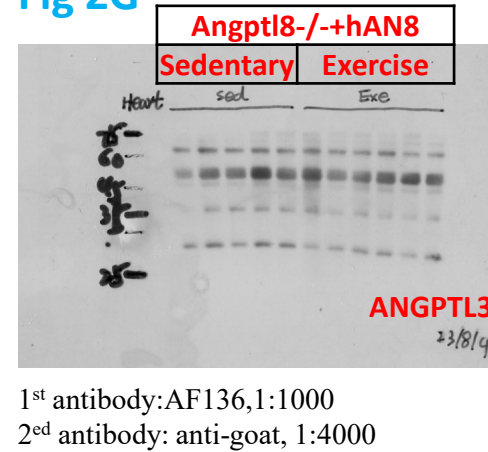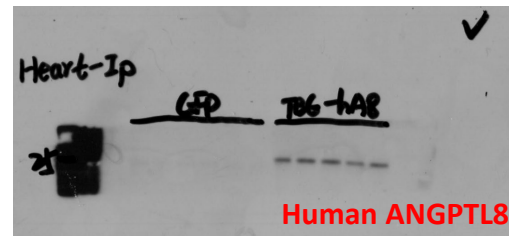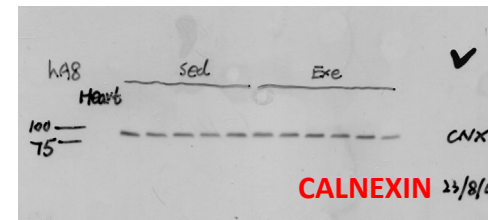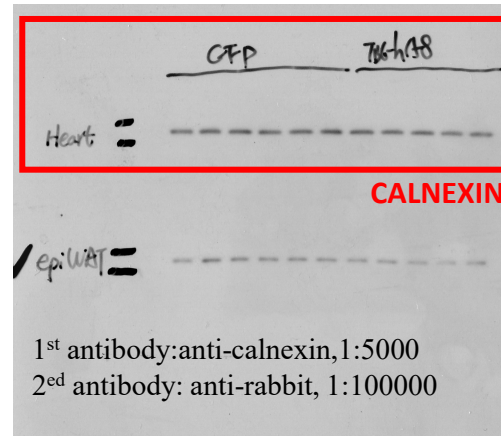

Fig 3B

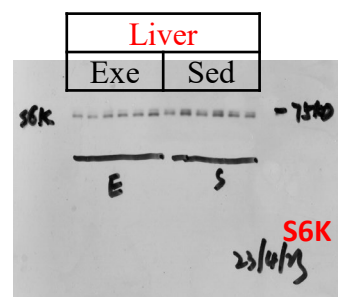

1<sup>st</sup> antibody: anti-S6K, 1:1000  
2<sup>ed</sup> antibody: anti-rabbit, 1:50000

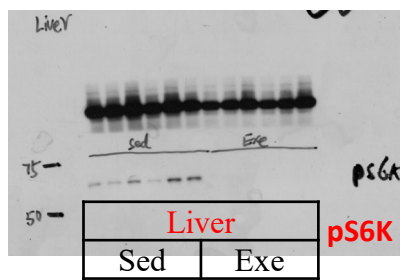

1<sup>st</sup> antibody: anti-pS6K, 1:1000  
2<sup>ed</sup> antibody: anti-rabbit, 1:50000

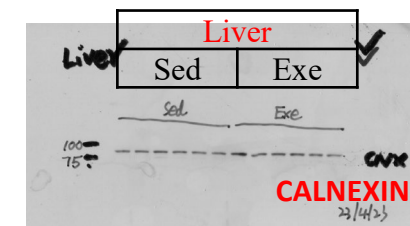

1<sup>st</sup> antibody: anti-calnexin, 1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig 3D-Serum

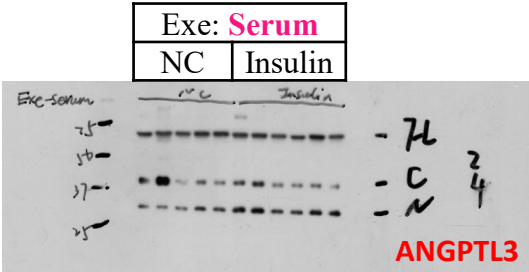

1<sup>st</sup> antibody: AF136, 1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

Fig 3D-Heart

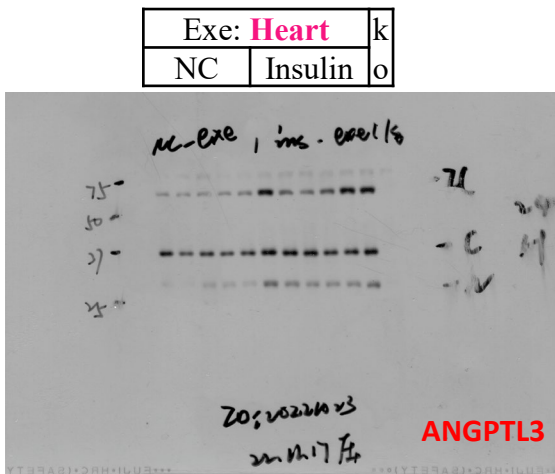

1<sup>st</sup> antibody: AF136, 1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

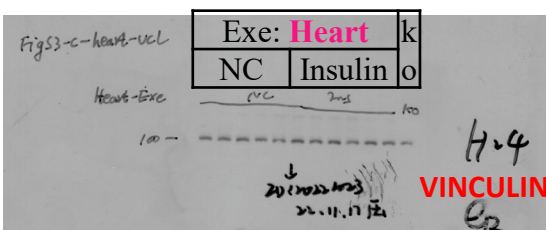

1<sup>st</sup> antibody: anti-vinculin, 1:2000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig 4A

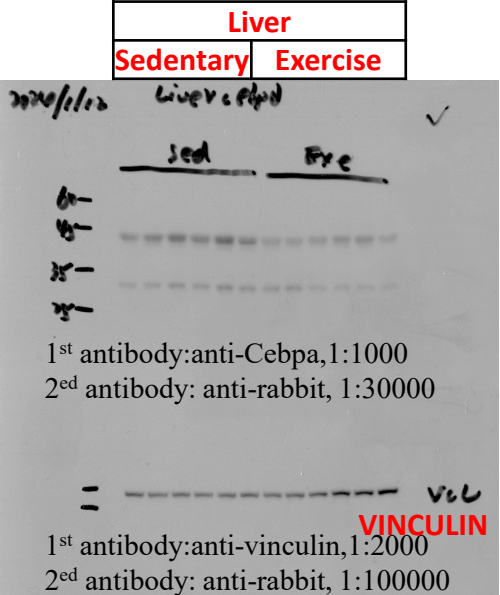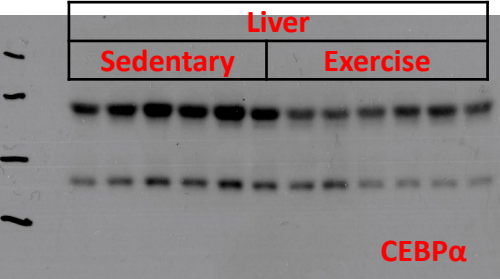

Fig 4B

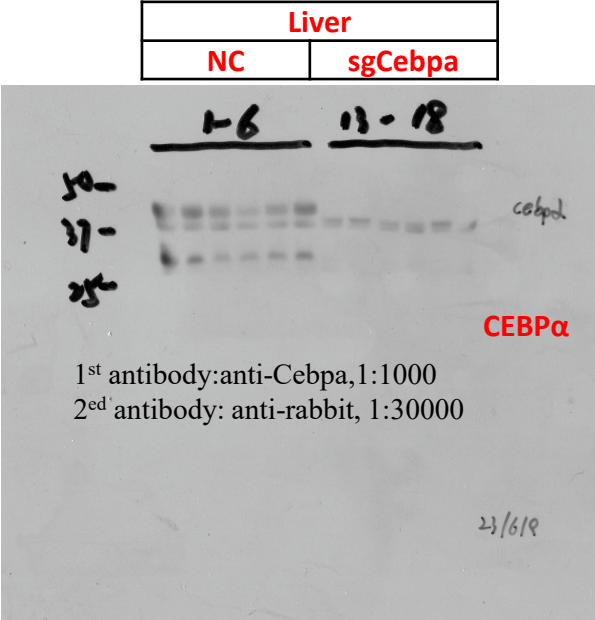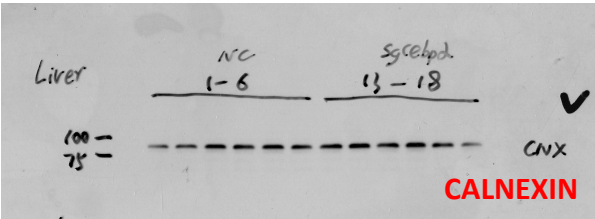

Fig 4D

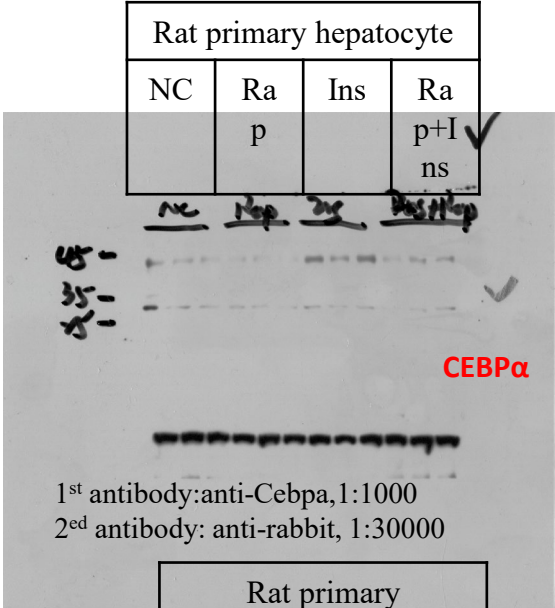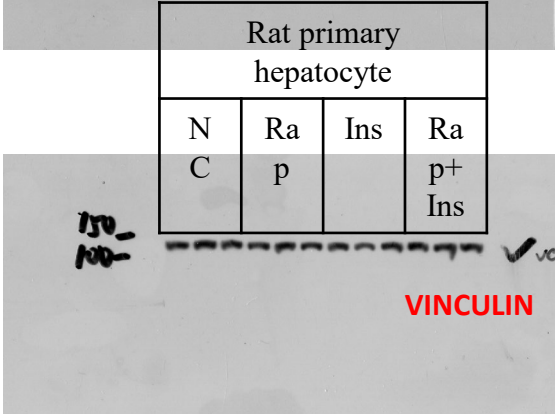

Fig 5C

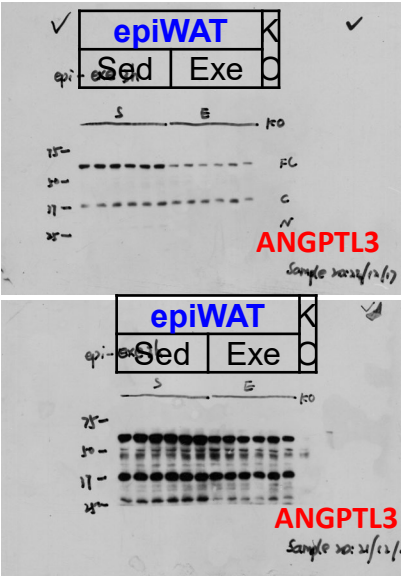

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

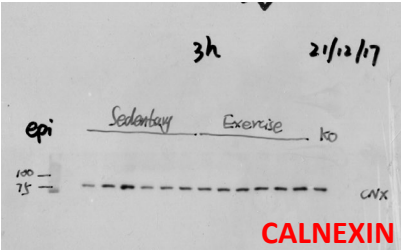

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig 5D

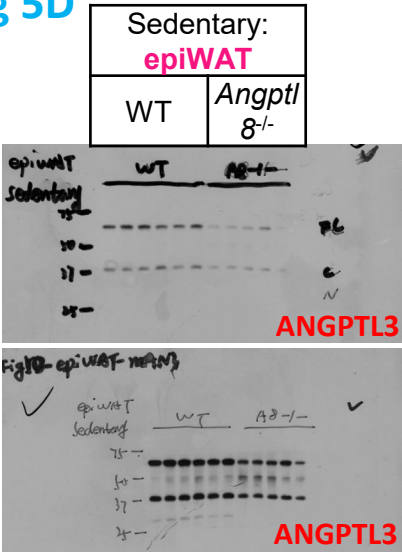

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

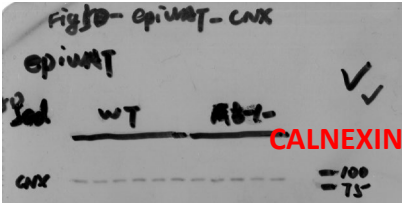

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

| WT: epiWAT |     |
|------------|-----|
| Sed        | Exe |

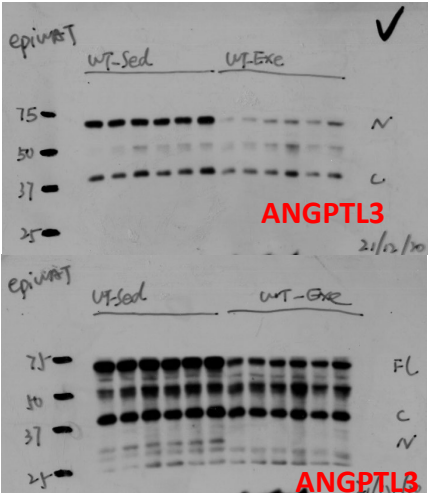

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

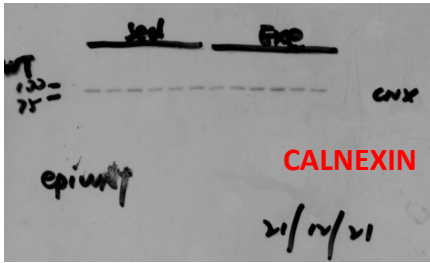

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

| <i>Angptl8</i> <sup>-/-</sup> : epiWAT |     |
|----------------------------------------|-----|
| Sed                                    | Exe |

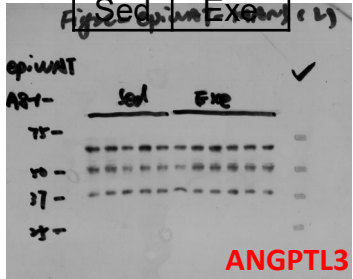

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

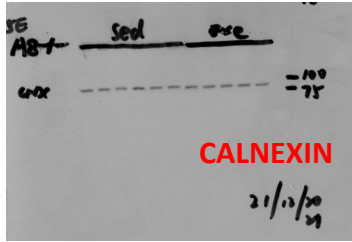

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig 5E

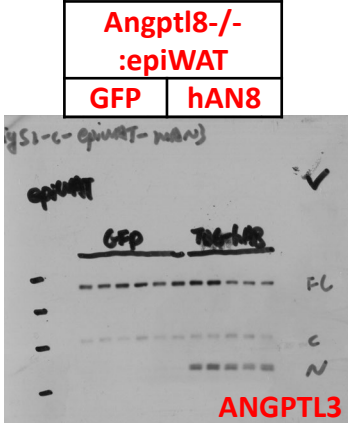

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

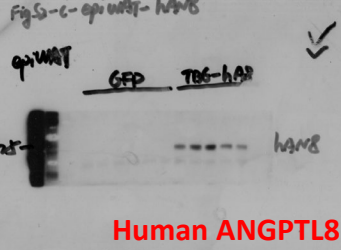

1<sup>st</sup> antibody:anti-flag,1:1000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

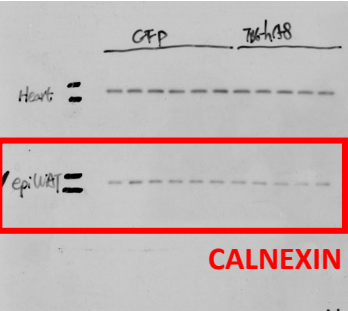

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig 5F

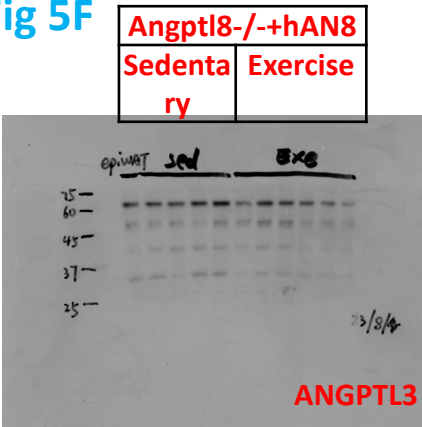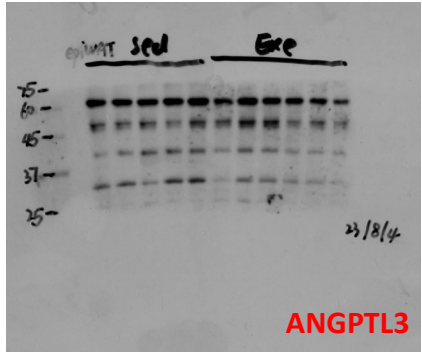

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

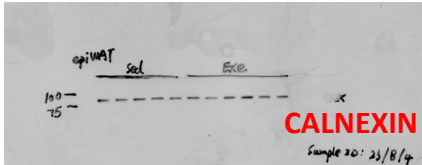

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

Fig S3B

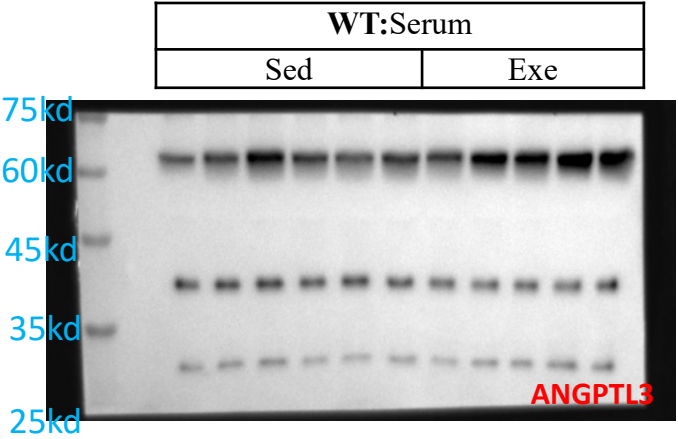

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

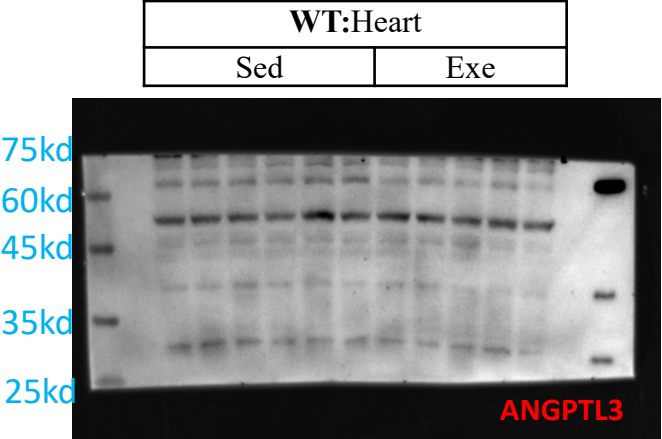

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

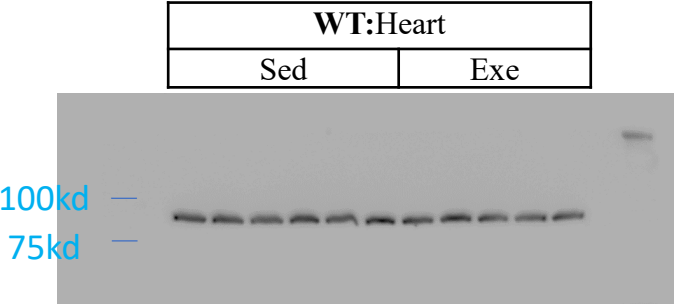

Fig S4E

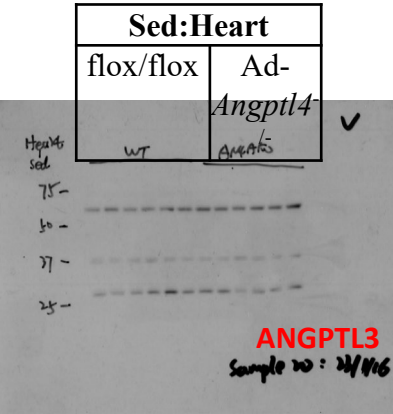

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

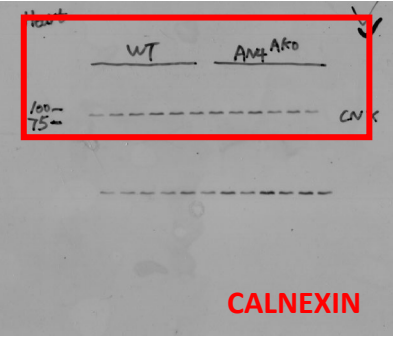

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

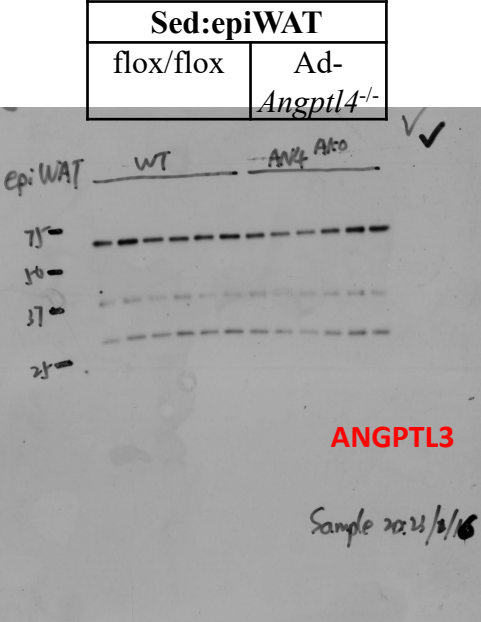

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

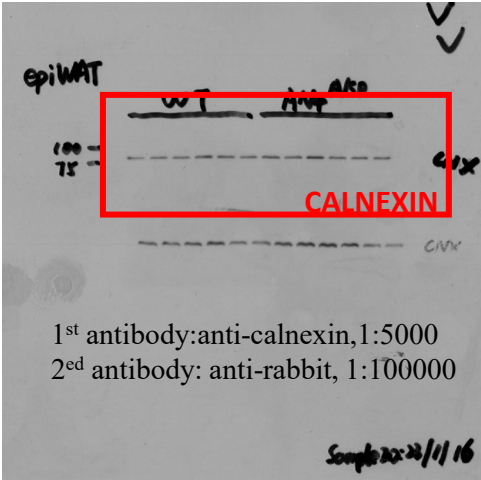

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

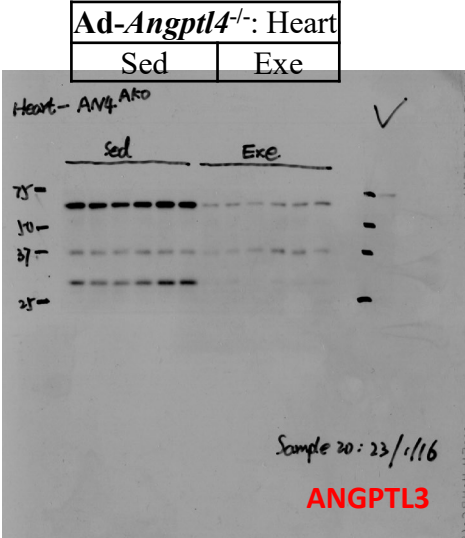

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

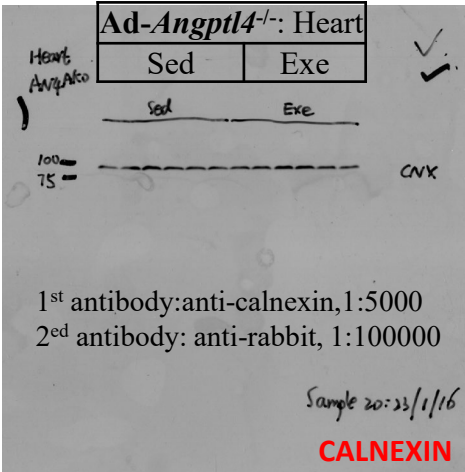

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

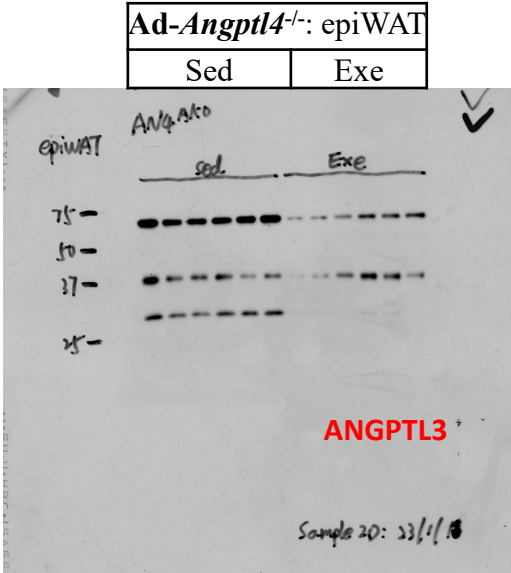

1<sup>st</sup> antibody:AF136,1:1000  
2<sup>ed</sup> antibody: anti-goat, 1:4000

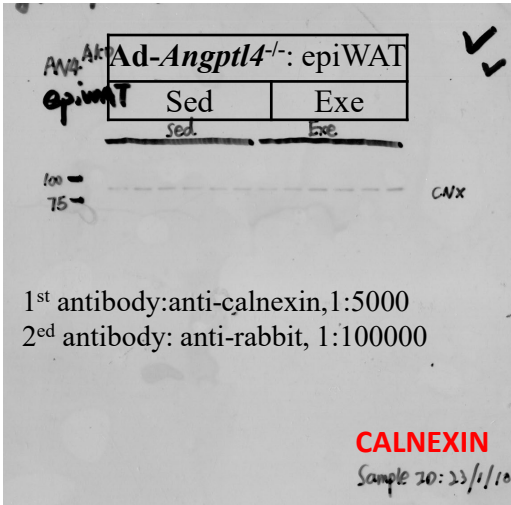

1<sup>st</sup> antibody:anti-calnexin,1:5000  
2<sup>ed</sup> antibody: anti-rabbit, 1:100000

How the deposited data were processed for this re-analysis (not part of the article)

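RNA-Seq of the livers of 12 male wild-type mice was analysed, 6 sedentary and 6 exercised at 14 m/min for 3 hours in the postprandial state. The authors deposited a table of 17432 genes with an estimated count and an FPKM value for each library. The authors' estimated counts are not scaled between libraries, and 31.3% of them are not whole numbers. The authors' FPKM values are scaled for transcript length and sequencing depth. The paper's text names no aligner, counting tool, annotation or test for the sequencing, refers to an earlier publication, and gives a 2-tailed t test with a general threshold for the paper as a whole. Pathway enrichment was done by the authors with an online tool. No library pair was identical among 66 pairs, and replicates differed by more than counting noise (chi-square per gene from 7.95 to 45.19 within groups).

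Groups were taken from the sample labels. Rounded counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, the filterByExpr filter with a minimum count of 10, robust quasi-likelihood fit, Benjamini-Hochberg adjustment, threshold 0.05), with exercise against sedentary as the only term. The biological coefficient of variation was 11.3%. Levels are TMM-scaled CPM. For single genes, an exact permutation test over all 924 relabellings compared mean log2(CPM + 0.5), with 0.00216 as the smallest p it can give. Totals of 18745379 to 19324461 counts per library make counting error small beside the spread between mice, except for genes with few counts. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted in both groups, as male mice should show.

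Gene lists were written by hand from general knowledge, not taken from a database, because KEGG's lists were not used here, and 22 had at least 5 genes tested. They were compared with all genes tested by a one-sided exact hypergeometric test, with 10000 random lists matched on expression in 20 bins, and with camera (preset correlation 0.01, and estimated) and fry from limma 3.58.1. Mouse Reactome lists came from fgsea 1.28.0. Genes are named by a rule: the genes the paper names for liver, 10 insulin-responsive genes, the 10 largest changes in each direction without overlap between the groups and with a mean CPM of at least 1, and the 5 insulin signaling genes with the smallest p. These choices, the main test and most alternatives were made before the data were examined. The alternatives were other filters, scalings (RLE, upper quartile, library size alone, Rplp0 as internal control), DESeq2 1.42.0, limma-voom, the replicate number as a block, stricter thresholds, another background, Reactome lists and leaving out each liver. limma on log2(FPKM + 0.1), the background of all genes in the table, the ranking of all Reactome lists and the search for livers that sit with the other group were chosen after seeing the data.

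The tests were tried on simulated counts with 198 changed genes among 12271. edgeR recovered 96.5% of them, none in the wrong direction, and 6.8% of its calls were unchanged genes. All simulated changes were at least 2-fold and were drawn evenly in both directions. Smaller changes, which make up most calls in the livers, were not tried, and neither was a shift of all genes. Other splits of the libraries were tested on 100 of the 462 possible ones. GC content and length were available for 12199 genes (98.8%) from GENCODE transcripts, which also placed the RT-PCR primers on GRCm38. The forward primers of Angptl8 and Myc had no exact match there (1 and 3 mismatches), so these genes were placed by the reverse primer. Some genes that the rule names are not reported here. Python 3.11.15 with scipy 1.17.1 and pandas 2.3.3 was used for the rest.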

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

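The tests of explanations in this part were chosen only after the results were seen. Among the genes named by rule, 94 groups of 6 livers were checked for a liver far from the rest, and 6 had one, where chance gives 4.7.

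Plin4 in Sedentary replicate 4 was at 15.9 CPM with the next liver at 8.64 (gap over range 0.79), and Ppp1r3c in Sedentary replicate 5 was at 108 against 86.0 (0.633). In Exercise replicate 3, G6pc was low at 740.3 CPM (0.687) and Ppargc1a high at 42.1 CPM (0.698). Fasn in Exercise replicate 1 was at 512 CPM, with the next exercised liver at 274 (0.883), still below each sedentary liver. No explanation was tested for these values, which are about as many as chance gives. Over all 11537 genes with a mean CPM of at least 1, Exercise replicate 3 was the far liver in 248 (2.15%) and Exercise replicate 1 in 122 (1.06%). Each of the other libraries was the far liver in 0.29% to 0.99%. Exercise replicate 3 was thus the far liver more often than any other, so chance is not settled for its values of G6pc and Ppargc1a.

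Exercise replicate 1 stood apart in a different way. All 12 libraries were searched alike for genes in which a library lay with the other group by a gap of over 1 on the log2 scale, and Exercise replicate 1 had 5 such genes (Myh6, Trim12a, Myh7, Ppp1r3g and Actc1), while the other 11 libraries had 0. Myh6 had 106 counts in Exercise replicate 1, 85 to 212 in the sedentary livers and 0 in each other exercised liver (gap over range 1.0). Myh7 had 31 counts against 49 to 93 and 0 (1.0), and Actc1 had 33 against 23 to 69 and at most 2 (0.939). Trim12a had 95 counts against 120 to 134 in sedentary livers and 905 to 1083 in the other exercised livers (0.799). Apart from Myh7 and Ppp1r3g, these genes were chosen after their values were seen. The fitted change of Myh7 rests on this liver, with a log2 fold change of -3.52 with it. Without it, each exercised liver has 0 counts, and the fitted -8.98 depends on the prior count and is no bound.

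A mislabelled sample is argued against, because Exercise replicate 1 was nearer the exercised livers in 88.8% of the 518 genes that changed at least 2-fold in the fit without it, where the other exercised livers had 90.2% to 96.0%. A large share of RNA of a sedentary liver mixed into it is argued against too. Its median position over those genes was 0.857 on a scale from 0 at the sedentary to 1 at the other exercised livers. The other exercised livers lay between 0.892 and 1.043. Exercise replicate 1 was thus the lowest of them, and a small share of such RNA cannot be excluded. The 5 genes lie on 4 chromosomes, which argues against a single segment of another strain. A strain or cohort difference at several loci stays open, because the labels name no cohorts and the 0 such genes in the other libraries do not decide it. Such a difference would nearly coincide with the groups, since it would set Exercise replicates 2 to 6 apart from all other livers. In these 5 genes it could thus be mistaken for an effect of exercise.

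For Myh6, Myh7 and Actc1, reads shared between the paralogs Myh6 and Myh7 stay open. The highest count of either was 0 in Exercise replicates 2 to 6, which sharing would give as well as a common source of both, and sharing would not involve Actc1. Heart ventricle carried over is argued against by Myl2, with 2 counts over the 12 libraries, and by Myl3, with 3. Cardiac muscle cells carried over may be involved: of 17 cardiac markers listed after the pattern was seen, 3 had enough counts to test (Tnnt2, Myl7 and Tnni3), and all 3 were higher in Exercise replicate 1 than in each other exercised liver. Against it, Mb and Fabp3, which are abundant in cardiac muscle, had 2 and 10 counts in all, so this source cannot be told apart from a change in the liver itself. It would leave Trim12a and Ppp1r3g unexplained.

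For Trim12a, reads assigned to a longer transcript of the gene may contribute. FPKM per count was lower after exercise by a log2 shift of -1.68 between the group medians, and 1 of 10700 genes, Trim12a itself, shifted as far. Exercise replicate 1 lay at -1.17, among the sedentary livers at -1.49 to -1.06, and the other exercised livers lay between -3.01 and -2.97. No biological explanation was tested.

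Some signals lie outside the genes the paper discusses. The largest increases without overlap between the groups were Fam107a (log2 fold change 6.39), Mt2 (4.46), Mt1 (3.89), Ddit4 (3.74), Pdgfrl (3.41), Ppp1r3g (3.36), Plin4 (3.03), Gm42031 (2.94), Cyp2b10 (2.78) and Igfbp1 (2.76). Ppp1r3g met this rule narrowly, with 1.04 CPM in Exercise replicate 1 against 1.01 in Sedentary replicate 4. Its counts there, before scaling, were 19 and 20. Of the lists that stand for no pathway of the paper's Supplementary Figure 3A, glucocorticoid targets, which the paper does not treat as a group, had 94.4% of genes changed, core clock genes 82.4%, insulin-induced lipogenic genes 77.8%, heat shock genes 76.5% and cholesterol synthesis genes 69.6%. ER chaperones had 89.5% but belong to protein processing, which that figure lists. The other splits decide nothing about the lists: 1 of 100 splits, the real one, gave as many past the threshold, but 97 of the 99 others had 0 changed genes. Exercise is what separates the groups by design, and which part of it moved these genes was not tested.

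The number of changed genes, 5229, was also weighed. Only 1 of 100 splits, the real one, gave as many, and the most in another split was 420. Among the 12199 genes with a known GC content and length, 5168 changed without a correction, 5210 after correcting each library for GC content and 5135 after correcting for gene length. A difference in depth is argued against by median totals that differ by 1.6%. Drawing all libraries down to the lowest total gave 5229 again, 5157 of them shared with the main test. With totals this close the draw could hardly move the number, so it decides nothing by itself. A shift of all genes caused by the most abundant ones is argued against for the 486 genes that changed at least 2-fold, 290 higher and 196 lower. For the smaller changes it stays open. With library size scaling alone, the median of all genes lay at -0.098 on the log2 scale, with 1767 genes higher and 3735 lower. Leaving out the 10 most abundant genes gave 5216 but barely moved any fold change and decides nothing by itself. RNA from other cell types is argued against by their marker genes, of which 14.3% changed (6 of 42).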

How the results depend on the processing

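Angptl8, Angptl4, Cebpa, Cebpb, Creb1, Hnf4a and Myc kept their direction and their side of the threshold under all alternatives run. Angptl8 ranged from -2.76 to -2.52 on the log2 scale over 10 alternatives and from -2.78 to -2.38 over the 12 fits that each left out 1 liver. Of the 5 factors other than Cebpa, 4 changed in each fit.

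Rplp0 and Rxra, which were never past the threshold, changed sign with library size scaling (-0.0596 and -0.0259) and with limma on log2(FPKM + 0.1) (-0.0568 and -0.0197), an alternative chosen after seeing the data. The median of all genes lay at -0.098 and -0.093 under these scalings. The balance of calls moved with the scaling: 32.1% of changed genes were higher with library size scaling (1767 higher, 3735 lower), 31.4% with limma on FPKM (1702 higher, 3714 lower), 40.3% with Rplp0 as internal control (1914 higher, 2833 lower) and 45.5% with upper quartile (2403 higher, 2875 lower), against 49.8% with TMM and 50.1% with RLE size factors. The cause was not tested. Requiring a 2-fold change left 486 genes, 290 higher and 196 lower, by construction. The number of changed genes ran from 4739 to 5222 across the fits that left out 1 liver, from 2366 to 2670 higher and from 2290 to 2571 lower.

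The insulin signaling list had an exact hypergeometric p of 0.0265, under 0.05 only before adjusting over the 22 lists (0.0583); what follows concerns the p before adjusting. Of 14 settings that kept all livers, 5 lost the threshold. By the exact test it had 36.0% changed genes at an adjusted p under 0.01 (p = 0.0646), 56.5% against genes with a mean CPM of at least 10 (p = 0.0514), 50.0% with limma on FPKM (p = 0.11) and 45.2% for the Reactome list (p = 0.334). With the replicate block it had 47.4% (exact p = 0.0697). Across the fits that left out 1 liver it ranged from 41.2% to 53.5% (exact p from 0.0039 to 0.289), and lost the threshold without Sedentary replicate 1 (45.6%), Sedentary replicate 6 (45.6%), Exercise replicate 2 (46.5%) or Exercise replicate 5 (41.2%). The other settings kept it (exact p): at least 10 counts in every sample (52.2%, 0.0436), RLE size factors (51.8%, 0.0251), upper quartile (52.6%, 0.0209), library size scaling (53.5%, 0.0337), DESeq2 (54.4%, 0.00559), limma-voom (51.8%, 0.0265), a 2-fold change (7.9%, 0.0358), no filter beyond 1 count (43.1%, 0.000399) and all genes of the table as background (45.4%, 0.000145), the last a choice made after seeing the data that counts untested genes as unchanged. The splits of the livers decide nothing about the list: 1 of 100, the real one, gave as small a p, but 97 of the 99 others had 0 changed genes.

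The replicate numbers do not pair the livers: the correlations of same-numbered deviations were 0.12, 0.17, -0.1, -0.11, -0.05 and 0.04. With the replicate block, 4956 genes changed and 5 lists passed the threshold, against 8 without it. Across the other settings, 7 to 12 lists passed, and 8 to 9 with a liver left out. For 33 further named genes, 679 of 687 values under alternatives kept direction and side of the threshold, 8 lost the threshold (in Insr, Zfp638 and Myh7) and 0 reversed.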

Differences from the paper's values

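Myc after exercise was at 0.426 times the sedentary level in the sequenced livers, against the paper's RT-PCR level of about 0.65 in Supplementary Figure 3D, read by eye. Of the alternatives set before the data were examined, limma-voom (0.445) and the replicate block (0.441) came within 1.5 times of it, as did leaving out Sedentary replicate 1 (0.451), 4 (0.461) or 6 (0.46) or Exercise replicate 5 (0.447) or 6 (0.453). The other filters and scalings, DESeq2 (0.426), Rplp0 as internal control (0.415) and leaving out any other liver did not. The sequencing estimate of Myc had a standard error of 0.26 on the log2 scale. The paper does not say that the mice of that figure are the sequenced ones, and its Myc forward primer had at least 3 mismatches to the Myc transcripts. The RT-PCR and sequencing levels thus need not be comparable.

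The paper's figure marks no significant change of Myc, while the sequencing gave an adjusted p of 0.00236 from edgeR's quasi-likelihood test. The paper places insulin signaling first among the pathways changed by exercise. In the gene lists used here, which are not KEGG's, insulin signaling ranked 10 of 22 by p and 12 by percent changed, and 9 by p with all genes of the table as background. The Reactome list of signaling by the insulin receptor ranked 207 of 836, and 175 with all genes of the table as background (exact hypergeometric p = 0.0605). The background and the Reactome ranking were chosen after seeing the data.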

Other observations

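The tests of explanations in this part were chosen only after the results were seen, and so was the ranking of all Reactome lists.

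Of the 22 hand-written lists, 8 passed an adjusted p of 0.05 by the exact hypergeometric test. In these exact tests, glucocorticoid targets had 17 of 18 genes changed, all higher (p = 4.85e-06), endoplasmic reticulum chaperones 17 of 19 (p = 2.77e-05), AMPK signaling 60 of 102 (p = 0.000567) and core clock genes 14 of 17 (p = 0.000899). Insulin-induced lipogenic genes had 14 of 18, all lower (exact p = 0.00246), FoxO signaling 60 of 107 (p = 0.00283), heat shock genes 13 of 17 (p = 0.0046) and cholesterol synthesis 16 of 23, all lower (p = 0.00771). Genes that insulin represses had 9 of 12, all higher (exact p = 0.0231, adjusted p = 0.0565), aminoacyl-tRNA synthetases 22 of 38 (p = 0.0386, adjusted p = 0.0772) and peroxisome genes 39 of 74 (p = 0.0464, adjusted p = 0.0851). The integrated stress response (7 of 16), regulators of lipoprotein lipase (7 of 16) and PPARα targets (12 of 28) did not pass, and ribosomal protein genes had 1 of 82. Of 6 cell marker lists, 0 passed by the exact test and 0 had an unadjusted exact p under 0.05. Hepatocyte genes had 3 of 10, endothelial 3 of 8, stellate 2 of 8, Kupffer cell 0 of 10, cholangiocyte 0 of 5 and blood 0 of 5. The directional fry test did pass hepatocyte genes, as higher (adjusted p = 0.0174), and blood genes, as lower (adjusted p = 0.0289). With the camera test, 10 lists passed at the preset correlation. These 10 also passed with fry, which gave 15 in all, but with an estimated correlation 1 did, glucocorticoid targets. Over 836 Reactome lists compared with the genes tested, 0 passed after adjustment and 30 had an unadjusted p under 0.05. Regulation of cholesterol biosynthesis by SREBP came first (26 of 38, exact p = 0.00104). It was also first with all genes of the table as background (exact p = 1.13e-06), which counts untested genes as unchanged and gives smaller p for this list.

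The count of changed genes in the insulin signaling list may reflect in part the expression level of its genes. Random lists matched on expression had a median of 51 changed genes, against 59 in the list (one-sided permutation test, p = 0.0786). This p does not show that expression accounts for the whole count. Genes shared with the AMPK and FoxO lists are another candidate source: 33 of the 58 shared genes changed (56.9%) and 26 of the 56 others (46.4%), but Fisher's exact test between them gave p = 0.349, so at these numbers this explanation cannot be told apart.

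The rise of Angptl4 in the liver is in line with a rise of glucocorticoid target genes. Of that list's 18 genes, 17 rose. Pdk4, which is also on the PPARα list and was left out of both medians, did not (log2 fold change 0.14, adjusted p = 0.582 from edgeR's test). Without it the median log2 fold change was 1.71 (from 1.6 to 1.71 over 5 other scalings). A general rise of PPARα target genes is argued against: 26 such genes, without Angptl4 and Pdk4, had a median of -0.15 (from -0.26 to -0.15 over those scalings), with 2 higher and 9 lower. The paper reports that both corticosterone and free fatty acids were higher after exercise. It names the glucocorticoid receptor and the fatty acid receptor PPARδ as regulators of Angptl4. No list of PPARδ targets was tested, so the PPARα list does not decide on that route. That glucocorticoids raise hepatic Angptl4 here remains a hypothesis.

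For the fall of Angptl8, reads of the overlapping gene Dock6 are argued against as the whole cause, because Dock6 changed by a log2 fold change of -0.42 against -2.65 for Angptl8.

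The paper's RT-PCR values of Angptl8 (Figure 2D) may be listed in the order of the replicate numbers of the sequenced livers. In listed order they followed the CPM values in the sedentary group (Pearson r = 0.993, exact permutation p = 0.00417; Spearman rho = 0.943, exact permutation p = 0.0167; n = 6). In the exercised group r was 0.946 (exact permutation p = 0.00833) and rho 0.829 (exact permutation p = 0.0583). Of the 4 relations computed, adjusted p was 0.0167 for both r values, and 0.0223 and 0.0583 for rho. Without the 2 livers farthest from the median, r was 0.865 in sedentary and 0.537 in exercised livers, so the relation in exercised livers rests on those livers and stays open.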
